# miR-23a/b clusters are not essential for the pathogenesis of osteoarthritis in mouse aging and post-traumatic models

**DOI:** 10.3389/fcell.2022.1043259

**Published:** 2023-01-04

**Authors:** Yusuke Fujiwara, Chenyang Ding, Yohei Sanada, Dilimulati Yimiti, Masakazu Ishikawa, Tomoyuki Nakasa, Naosuke Kamei, Kazunori Imaizumi, Martin K. Lotz, Takayuki Akimoto, Shigeru Miyaki, Nobuo Adachi

**Keywords:** osteoarthritis, microRNA, cartilage, genetically modified mice, mouse model, bone, aging

## Abstract

Osteoarthritis (OA), the most prevalent aging-related joint disease, is characterized by insufficient extracellular matrix synthesis and articular cartilage degradation and is caused by various risk factors including aging and traumatic injury. Most microRNAs (miRNAs) have been associated with pathogenesis of osteoarthritis (OA) using *in vitro* models. However, the role of many miRNAs in skeletal development and OA pathogenesis is uncharacterized *in vivo* using genetically modified mice. Here, we focused on miR-23–27–24 clusters. There are two paralogous miR-23–27–24 clusters: miR-23a-27a-24–2 (miR-23a cluster) and miR-23b-27b-24–1 (miR-23b cluster). Each miR-23a/b, miR-24, and miR-27a/b is thought to function coordinately and complementary to each other, and the role of each miR-23a/b, miR-24, and miR-27a/b in OA pathogenesis is still controversial. MiR-23a/b clusters are highly expressed in chondrocytes and the present study examined their role in OA. We analyzed miRNA expression in chondrocytes and investigated cartilage-specific miR-23a/b clusters knockout (Col2a1-Cre; miR-23a/b*flox/flox*: Cart-miR-23clus KO) mice and global miR-23a/b clusters knockout (CAG-Cre; miR-23a/b*flox/flox*: Glob-miR-23clus KO) mice. Knees of Cart- and Glob-miR-23a/b clusters KO mice were evaluated by histological grading systems for knee joint tissues using aging model (12 and/or 18 month-old) and surgically-induced OA model. miR-23a/b clusters were among the most highly expressed miRNAs in chondrocytes. Skeletal development of Cart- and Glob-miR-23clus KO mice was grossly normal although Glob-miR-23clus KO had reduced body weight, adipose tissue and bone density. In the aging model and surgically-induced OA model, Cart- and Glob-miR-23clus KO mice exhibited mild OA-like changes such as proteoglycan loss and cartilage fibrillation. However, the histological scores were not significantly different in terms of the severity of OA in Cart- and Glob-miR-23clus KO mice compared with control mice. Together, miR-23a/b clusters, composed of miR-23a/b, miR-24, miR-27a/b do not significantly contribute to OA pathogenesis.

## 1 Introduction

Osteoarthritis (OA) is the most common musculoskeletal disorder caused by risk factors including aging, traumatic injury, and obesity. However, the pathogenesis of OA has not been characterized completely, so currently, there are limited treatment options available for OA prevention or disease modification. Although OA has been considered a disease of cartilage degradation, a recent study indicated that OA is a systemic disease or a whole joint disease accompanied by changes of joint tissues such as subchondral bone (ScB) sclerosis, meniscus degeneration and synovial inflammation (Loeser et al., 2012; Cicuttini and Wluka, 2014; June et al., 2016).

MicroRNAs (miRNAs) are a class of non-coding RNAs involved in fundamental mammalian homeostasis and various diseases through regulating post-transcriptional regulation (Bartel, 2018). It has been reported that various miRNAs regulate chondrocyte homeostasis and inflammatory signaling cascade which are associated with OA pathogenesis (Endisha et al., 2018). Among them, miR-140, which is highly and specifically expressed in cartilage, regulates skeletal development and cartilage homeostasis, and is involved in OA development (Miyaki et al., 2009; Miyaki et al., 2010; Nakamura et al., 2011). Although several miRNAs, such as miR-140 and miR-455, demonstrate the potential to be OA regulatory factors and attractive therapeutical options (Miyaki et al., 2009; Miyaki et al., 2010; Wang et al., 2017; Huang et al., 2019; Duan et al., 2020; Ito et al., 2021), almost all of the studies are analyses by cultured chondrocytes and knee injection with mimic and antioligo for miRNA so far. However, their effects are transient and limited, especially in skeletal development and aging models. Thus, the approaches using genetically modified mice with gain- and loss-of-function model have an advantage in understanding the functions of miRNAs on skeletal and OA development. miR-23a/b clusters, composed of miR-23a–27a–24–2 (miR-23a cluster) and miR-23b–27b–24–1 (miR-23b cluster) are two paralogous miRNA that are located on chromosomes 8 and 13, respectively, in the mouse genome and on chromosomes 19 and 9, respectively, in the human genome. The miRNAs in each of the two clusters of interest are 100% homologous between human and mouse. Each individual miRNA (miR-23a, miR-23b, miR-24, miR-27a, and miR-27b) is finally processed from each cluster for the display of their function as matured miRNAs. Previous reports indicate that among miR-23a/b clusters, miR-23a, miR-24, and miR-27b have a role in maintaining articular cartilage integrity (Akhtar et al., 2010; Philipot et al., 2014; Hu et al., 2017; Zhou et al., 2017; Xu et al., 2018; Lv et al., 2020; Xu et al., 2021). MiR-27, similar to miR-140, is downregulated in patients with OA (Akhtar et al., 2010; Zhou et al., 2017; Xu et al., 2018). On the other hand, miR-23a and miR-23b have been reported to contribute to OA progression (Kang et al., 2016; Guo et al., 2018; Zhao et al., 2019). Non-etheless, these reports have come from cultured chondrocytes with single miRNA mimic or inhibitor such as miR-23a. Each miR-23a/b, miR-24, and miR-27a/b is thought to function coordinately and complementary to each other because they are existing as clusters. Thus, the role of each miRNA that composes miR-23a/b clusters is still controversial in OA pathogenesis. Furthermore, recently, not only cellular miRNAs but also exosomal miRNAs in extracellular vesicles (EVs) such as exosomes have attracted attention for their relation to the pathogenesis, as diagnostic markers, and in the treatment of OA (Miyaki and Lotz, 2018; Mihanfar et al., 2020). The exosomal miR-23a, miR-23b, miR-24, and miR-27b in plasma have been shown to have the potential for development of diagnosis, pathogenesis, and treatments of various diseases including arthritis (Castro-Villegas et al., 2015; Liu et al., 2019; Garavelli et al., 2020; Castanheira et al., 2021). Thus, the role of miR-23a/b clusters in OA pathogenesis firstly requires elucidation by a loss-of-function approach of miR-23a/b clusters using mouse model.

The purpose of the present study is to determine the role of miR-23a/b clusters in OA pathogenesis using cartilage-specific- and global-miR-23a/b clusters deficient mice in two different mouse models of OA, an aging model, and a surgical model.

## 2 Materials and methods

### 2.1 Human articular cartilage tissues

Human tissue collection was approved by Human Subjects Committee of Scripps Research or Hiroshima University Hospital. Human articular cartilages from the intact knee joints were procured by tissue banks from 6 donors (mean ± SD age 31.0 ± 15.5 years: female 5, male 1). Cartilages were obtained from 14 patients with OA (mean ± SD age 72.3 ± 7.5 years: female 11, male 3) who were undergoing total knee arthroplasty. All samples were examined by Safranin O staining and graded according to a modified Mankin scale, with a score of < 2 points for normal and a score of > 5 for severe OA. Human chondrocytes were isolated and cultured from articular cartilage as described previously (Maier et al., 1993). The effect size in the analysis (Normal *n* = 6 vs. OA *n* = 14) was 1.45 with the statistical power of .8 (G power 3.1).

### 2.2 Nanostring nCounter microRNA analysis

Nanostring nCounter microRNA analysis was performed using RNA from human articular chondrocytes and human articular chondrocytes-derived exosomes as described previously (Furuta et al., 2016). Human articular chondrocytes were cultured with Dulbecco’s modified Eagle’s medium (DMEM)/10% FBS. One day later, the cells were washed with serum-free DMEM and cultured with serum-free DMEM for 48 h. To isolate the exosomes, 2 ml of conditioned medium was collected and centrifuged for 15 min at 2,380G and then further ultracentrifuged for 70 min at 180,000G at 4°C. The exosome were pellets were resuspended in 100 ml of PBS. The exosomes isolated from the same volume of culture mediums and from the same numbers of cells. Small RNAs were purified from exosome of conditioned medium of cultured human articular chondrocytes using the mirVana miRNA Isolation Kit (Thermo Fisher Scientific Life Sciences, Oakwood Village, OH, https://www.thermofisher.com). Purified small RNAs were concentrated using an evaporator. The concentrations and quality of the small RNAs from the same volume of culture mediums for the same numbers of cells were determined by the BioAnalyzer 2,100 (Agilent Technologies, Santa Clara, CA, http://www.agilent.com), and small RNA was used as the input for the nCounter Human miRNA Expression Assay Kit (NanoString Technologies, Seattle, WA, http://www.nanostring.com) according to manufacturer’s instruction.

### 2.3 Animal study

All animal studies were performed according to protocols approved by Institutional Animal Care and Use Committee at Hiroshima University. All mice were housed in temperature-controlled quarters (23°C ± 1°C) with a 12-h light-dark cycle and in groups of two to five per cage (143 mm × 293 mm × H148 mm) and were freely allowed access to food and water.

### 2.4 Generation of cartilage-specific miR-23a/b clusters KO mice and global miR-23a/b clusters KO mice

Cartilage-specific miR-23a/b clusters KO (Cart-miR23clus KO) mice and Global miR-23a/b clusters KO (Glob-miR23clus KO) mice were generated by crossbreeding the previously described *Col2*Cre-driver mice (*Col2*Cre mice)(Ovchinnikov et al., 2000) or *CAG*Cre-driver mice (*CAG*Cre mice)(Matsumura et al., 2004) and miR-23a/b clusters floxed mice on C57BL6/J background (Oikawa et al., 2018; Lee et al., 2019). The miR-23a/b clusters^flox/flox^ mice were used as Control. To confirm the miR-23a/b clusters deficiency, we performed the genotyping PCR following PCR primer sets (Supplementary Table S1) as previous reported (Oikawa et al., 2018; Lee et al., 2019). In aging study, we measured the body weight during aging, and body length was measured at the end points of the experiment. Knee joints were harvested at 12 months and/or 18 months of age to monitor spontaneous age-related OA. Control and Cart-miR-23clus KO mice (*n* = 7, *n* = 7), and Control and Glob-miR-23clus KO mice (*n* = 11, *n* = 13) at 12 months of age, and Control and Cart-miR-23clus KO mice (*n* = 12, *n* = 12) at 18 months of age were assessed by histological scoring systems. Experimental OA was induced in Control and Cart-miR23clus KO mice at 12 weeks of age by performing medial meniscectomy and transection of the medial collateral ligament (MCL) in the right knees (Kamekura et al., 2005). Mice were sacrificed at 8 weeks (Control: *n* = 8, Cart-miR-23clus KO: *n* = 8) and 12 weeks (Control: *n* = 12, Cart-miR-23clus KO: *n* = 11) after surgery, and the right knee joints were collected for histological analysis. In the present study, a total of 4 wild type (C57BL6/J), 73 Control, 60 Cart-miR23clus KO and 21 Glob-miR23clus KO mice were sacrificed for histopathological assessment and *in vitro* experiments. All experiments were performed using male mice. Sample sizes were chosen based on prior literature using similar methods (Chang et al., 2019). The previous report demonstrated moderate effect size (> 1.7) in aging model (Control mice *n* = 8 vs. KO mice *n* = 8) and moderate effect size (> 1.5) in surgically-induced OA model (Control mice *n* = 9 vs. KO mice *n* = 9). We determined the sample size appropriate to maintain the effect size of 1.5 with statistical power of .8 (G power 3.1) and performed a minimum of *n* = 7. However, we were determined to perform *n* = 12 considering issues such as life span of genetically modified mice and loss of mice due to various causes in aging model of 18 months of age.

### 2.5 Histopathological assessments

Whole-mount Alcian blue (Sigma-Aldrich, United States) and Alizarin red S (Sigma-Aldrich, United States) staining of skeletons were performed on Control, Cart-miR23clus KO and Glob-miR23clus KO mice at postnatal day 0. All knee joints were embedded intact in paraffin after fixation in 4% paraformaldehyde phosphate buffer solution (PBS) and decalcification in K-CX or EDT-X (FALMA, Japan). Knee joints were sectioned (4.5 μm) in the coronal plane anterior to posterior through the central weight-bearing region of the femorotibial joint. The sections were stained with Safranin O (MUTO PURE CHEMICALS, Tokyo, Japan) and Fast Green (Sigma-Aldrich, United States) and three different sections per joint were analyzed microscopically. Three different researchers were blinded while performing all manual scorings. Damage to the articular cartilage (maximum of 24 points per knee joint section; 6 points for each quadrant of the tibial/femoral cartilage) was evaluated using the OARSI scoring system (Glasson et al., 2010). Subchondral bone changes, meniscus degradation and the severity of synovitis were evaluated using the right knee joints according to previously described histopathological scoring systems (Krenn et al., 2002; Kwok et al., 2016; Nagira et al., 2020).

### 2.6 Immunohistochemical analysis

Slides were pretreated with antigen-retrieval reagent (Immunoactive; Matsunami Glass Ind, Osaka, Japan) at 60°C for 16 h, followed by blocking serum for 30 min. Then, sections were immunostained with anti-P16^INK4a^ antibody (abcam, ab54210, 0.1 μg/ml), anti-ADAMTS5 antibody (GeneTex, GTX100332, 10 μg/ml) and anti-MMP13 antibody (ThermoFisher Scientific, MA5-14328, 20 μg/ml) diluted in Can Get Signal immunostaining solution (TOYOBO, Tokyo, Japan) using Vectastain ABC-AP alkaline phosphatase kit and AP substrate kit (Vector Laboratories, Burlingame, CA, United States) according to the manufacturers’ instructions. For type II and type X collagen staining, slides were pretreated with antigen retrieval reagent (Proteinase K, Dako, CA, United States) at room temperature for 10 min and blocking serum for 30 min. Then, sections were immunostained with anti-type II collagen antibody (DSHB, CIIC1, 6 μg/ml) and anti-type X collagen antibody (DSHB, X-AC9, 5 μg/ml) diluted in PBS using Vectastain Elite ABC-HRP kit and DAB substrate kit. All stainings and evaluations were performed using *n* = 5 each group.

### 2.7 Mouse chondrocytes isolation and culture

Articular cartilage from the femoral heads of mice at 3 weeks of age was taken, and chondrocytes were isolated by digestion with 3.5 mg/ml collagenase Type 2 (Worthington, Lakewood, NJ, United States) in Dulbecco’s modified Eagle’s medium (DMEM) (FUJIFILM Wako, Osaka, Japan) for 1.5 h at 37°C. Isolated chondrocytes were cultured in DMEM with 10% fetal bovine serum. Experiments were carried out at passage 1. Chondrocytes were treated with or without IL-1β (1 ng/ml; Pepro-Tech, Rocky Hill, NJ, United States) for 24 h.

### 2.8 Quantitative real-time PCR

Total RNA was extracted from various tissues and cultured chondrocytes using Isogen reagent (Nippon gene, Tokyo, Japan) and RNA purification kit (Direct-zol RNA microprep, Zymo Research, California, United States). Small RNA from serum was extracted using Maxwell RSC miRNA Plasma and Serum kit (Promega, Wisconsin, United States). Complementary DNA (cDNA) was synthesized with a Reverse Transcription system (iScript supermix, BioRad, California, United States) according to the manufacturer’s protocol. Quantitative polymerase chain reaction (PCR) was performed with the TaqMan Gene Expression Assay probes (Supplementary Table S2) (Thermo Fisher Scientific, Massachusetts, United States). *Gapdh* and U6 snRNA were used as the internal controls to normalize the sample differences. Relative expression was calculated using the ΔΔCt values, and results were expressed as 2^−ΔΔCt^.

### 2.9 Glycosaminoglycan release assay

Femoral head cartilages (femoral cap: Control *n* = 8, Cart-miR-23clus KO *n* = 7) were harvested from 3-week-old Control and Cart-miR-23a/b clusters KO mice and weighed. The amount of the released glycosaminoglycan into medium was measured using the Blyscan Glycosaminoglycan assay kit (Biocolor, United Kingdom) as previously described (Ishitobi et al., 2018). Size variance between femoral caps was normalized by their weight.

### 2.10 Immunoblotting analysis

Protein was extracted from cultured chondrocytes using M-PER™ protein extraction reagent (Thermo Fisher Scientific) with protease inhibitor cocktail set I (FUJIFILM Wako) and phosphatase inhibitor cocktail I (abcam). Total protein (20 μg–30 μg) was separated by SDS/PAGE (10%), and electrically transferred onto PVDF membranes (BioRad). After blocking with 5% skim milk in TBST, the membranes were incubated with primary antibodies and then incubated with secondary antibodies. The signal was detected with chemiluminescent of enhanced immunostar SD (FUJIFILM Wako). The quantifications of immunoblotting were performed using ImageJ (version 1.53o). Antibodies used in immunoblotting are listed in Supplementary Table S3. All immunoblottings were performed using *n* = 5 each group.

### 2.11 DEXA analysis

The skin and muscles were removed from the hind limbs which were fixed in 4% paraformaldehyde phosphate buffer solution (PBS) for 48 h at 4°C. Bone mineral density (BMD) in femur bone (*n* = 7 each group: Control and Glob-miR-23clus KO mice at 12 months of age) was measured using dual-energy X-ray absorptiometry (DEXA) densitometry (Aloka DCS-600EX, Aloka Co., Tokyo, Japan). Bone density measurements of left femur were taken from sixteen consecutive images with a scan pitch of 2 mm by DEXA scan from the distal femur.

### 2.12 TUNEL staining

TUNEL staining was completed using an *in-situ* detection kit for programmed cell death detection (MEBSTAIN apoptosis TUNEL Kit direct: MBL, United States) according to the manufacturer’s instructions. Nuclei were stained by 4′,6-diamidino-2-phenylindole (DAPI). TUNEL staining were performed using *n* = 5 each group.

### 2.13 Multiomics analysis

Articular chondrocytes from the femoral heads of mice at 3 weeks of age were isolated by digestion with 3.5 mg/ml collagenase Type 2 (Worthington, Lakewood, NJ, United States) in DMEM (FUJIFILM Wako, Osaka, Japan) for 1.5 h at 37°C. Isolated chondrocytes were cultured in DMEM with 10% fetal bovine serum. Primary chondrocytes were harvested from dishes after reaching confluency and seeded in 6-well plates at 5 × 10^5^ cells per well. Total RNA and protein of Control and, Cart-miR-23a/b KO chondrocytes were extracted and underwent Multiomics (RNA-sequencing and DIA proteome) analysis at Kazusa Genome Technologies (Kisarazu, Japan). Quantitative analysis of proteomes was performed by the data-independent acquisition (DIA) proteome analysis using Q-Exactive^™^ HF-X (Thermo Fisher Scientific) as described previously (Kawashima et al., 2019). The mass spectrometry proteomics data that can be accessed have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier, PXD031868. RNA-seq libraries were prepared using QuantSeq 3′mRNA-Seq Library Prep Kit for Illumina (FWD) (015.384, LEXOGEN). RNA-Seq was carried out using single-end 75 base read sequencing using an Illumina NextSeq500 sequencer. After checking the quality of the reads, it was determined that filtering of low-quality reads was not necessary. The reads were mapped to the mouse reference genome (10 mm) and the expression of the identified genes was normalized by calculation of TPM. The RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number, GSE197363 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197363). Differentially expressed genes were extracted and subsequently imported into gene ontology enrichment analysis with Metascape (https://metascape.org) (Zhou et al., 2019).

### 2.14 Statistical analysis

Actual measurement values of all data are presented as mean ± standard error of mean (SEM) or standard deviation (SD). For comparison between two groups, Welch’s *t*-test or Mann-Whitney *U* test was applied. For multiple comparison, *p*-values were corrected with Holm-Sidak method (Graph Pad Prism 9.0). Scoring data in aging OA model and surgically-induced OA model was analyzed for differences between mouse type and time-points using nonparametric Kruskal-Wallis test, then the *post-hoc* Dunn’s test or Mann-Whitney *U* test to evaluate individual comparisons. Body weight and bone density were analyzed with two-way ANOVA, then *post hoc* Sidak’s test to evaluate individual comparisons. Differences were considered statistically significant at *p* < .05. Sample sizes were chosen based on prior literature using similar methods, reporting moderate effect size, and our previous experiments.

## 3 Results

### 3.1 Expression patterns of miR-23a/b clusters in articular cartilage

To characterize the expression profile of miRNAs in normal human articular chondrocytes, we first performed miRNA expression analysis using Nanostring nCounter (Supplementary Table S4). In this analysis, we focused on miR-23a/b clusters which were expressed at higher levels than miR-140 in chondrocytes. The expression of miR-23a/b clusters was observed in various tissues of C57BL/6J mice at 4 weeks of age, wherein they were expressed more abundantly in the lung and articular cartilage (Figure 1A). Among miR-23a/b clusters, especially miR-24 was highly expressed in various tissues including articular cartilage. These results demonstrated that miR-23a/b clusters were expressed in a broad range of tissues but not in cartilage-specific expression pattern. However, the expression levels of miR-23a/b clusters were especially higher in cartilage including intervertebral disc and lung than other tissues. Furthermore, we examined the expression of miR-23a/b clusters in articular chondrocytes from normal and OA cartilage (Figure 1B). The expression of miR-23a, miR-24 and miR-27a was significantly decreased in OA chondrocytes compared with normal chondrocytes consistent with prior findings about miR-140 (Figure 1C). Thus, previous inconsistent reports (Akhtar et al., 2010; Philipot et al., 2014; Hu et al., 2017; Zhou et al., 2017; Xu et al., 2018; Lv et al., 2020; Xu et al., 2021) and our results prompted us to examine the role of miR-23a/b clusters in cartilage development and OA pathogenesis using miR-23a/b clusters-deficient mice. We expected that 23a/b clusters-deficient mice would exhibit abnormal skeletal development and altered onset or severity of OA.

**FIGURE 1:**
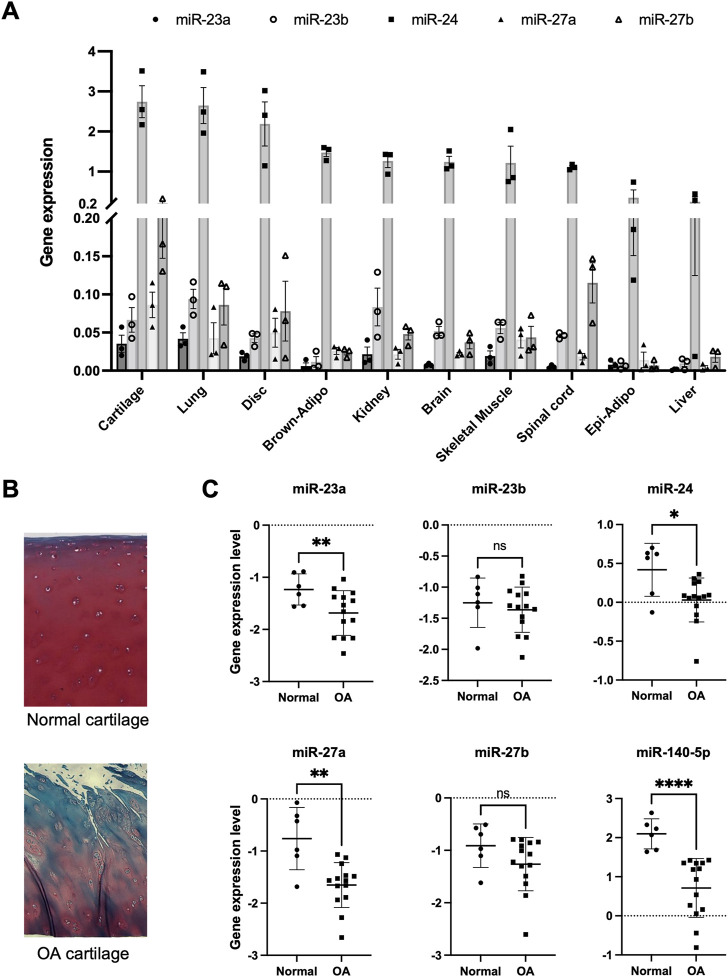
Expression pattern of miR-23a/b clusters in various tissues and osteoarthritis cartilage. **(A)** miR-23a/b clusters were expressed in various tissues (Cartilage: articular cartilage, Lung, Disc: intervertebral disc, Brown-Adipo: brown adipose tissue, Kidney, Brain, Skeletal muscle, Spinal cord, Epi-Adipo: epididymal adipose tissue, and Liver: *n* = 3 each tissue) of C57BL6/J mice at 4 weeks of age by real-time PCR analysis. **(B)** Normal human cartilage and OA cartilage for Isolation of Articular chondrocytes. Representative histological image with Safranin-O staining. **(C)** The expression of miR-23a/b clusters and miR-140 in articular chondrocytes from human normal cartilage (*n* = 6) and OA cartilage (*n* = 14). All data are represented as mean ± SEM. Comparison of mean values was performed by Welch’s *t*-test; *p < .05, **p < .01, ****p < .0001 *versus* normal chondrocytes. n. s: non-significant difference.

### 3.2 Cartilage-specific miR-23a/b clusters loss-of-function model

The expression pattern of miR-23a/b clusters was ubiquitous. To examine the role of miR-23a/b clusters in cartilage, we performed experiments through a cartilage-specific loss-of-function approach using Cart-miR-23clus KO mice. Cart-miR-23clus KO mice were generated by crossing miR-23a/b clusters floxed mice (Lee et al., 2019) with *Col2*-Cre Tg mice (Ovchinnikov et al., 2000). The expression levels of miR-23a cluster (miR-23a–27a–24–2) and miR-23b cluster (miR-23b–27b–24–1) were decreased specifically in cartilage and chondrocytes of Cart-miR-23clus KO mice compared with Control mice (Supplementary Figures S1A, B). However, Cart-miR-23clus KO mice postnatally showed no difference in skeletal development (Figures 2A–E, B). The articular cartilage and growth plate staining with Safranin O, type X Collagen, and type II Collagen, and the structure and shape of the knee joints and their menisci were normal in Cart-miR-23clus KO mice at 3 weeks of age (Figures 2C, D). Although the cellularity of articular cartilage was significantly decreased in Cart-miR-23clus KO mice compared with Control mice (Figures 2D, E), Cart-miR-23clus KO mice exhibited almost normal skeletal development and maturation.

**FIGURE 2:**
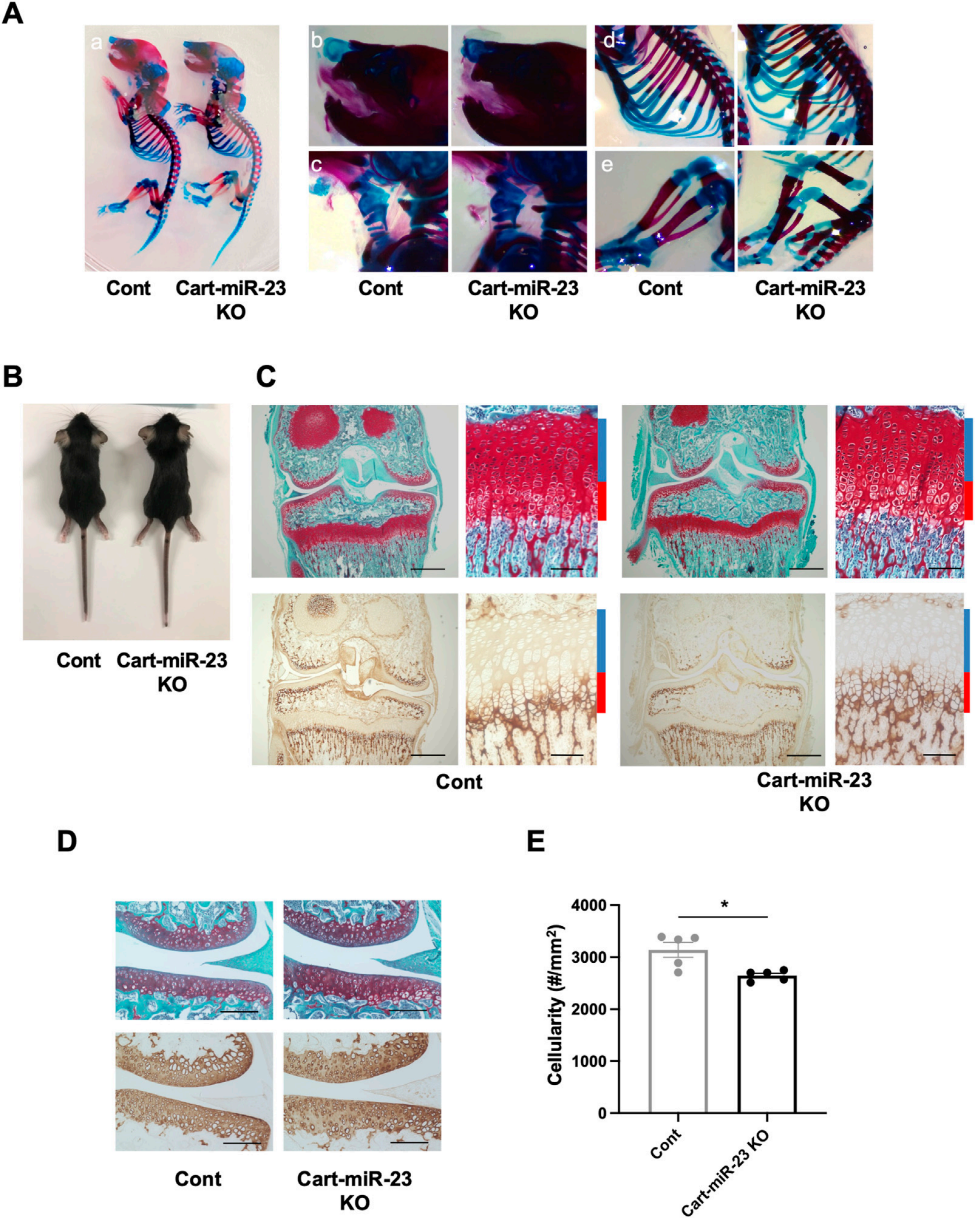
Skeletal development in Cart-miR-23clus KO mice. **(A)** Skeletal preparation with Alcian blue/Alizarin red staining of Control and Cart-miR-23clus KO mice in postnatal day 0. **(A)** Whole mount, **(B)** nasal capsule, **(C)** trachea, **(D)** rib cage, **(E)** hind limb. Cart-miR-23clus KO mice exhibited no overt abnormality in skeletal development. **(B)** Appearance of Control and Cart-miR-23clus KO mice at 3 weeks of age. Growth retardation was not observed in Cart-miR-23clus KO mice. **(C)** Safranin O/Fast Green staining and immunohistochemistry (Type X Collagen) in articular cartilage of knee joints and in the tibial growth plate in Control and Cart-miR-23clus KO mice at 3 weeks of age. Scale bars: 500 μm and 100 µm. **(D)** Safranin O/Fast Green staining and immunohistochemistry (Type II Collagen) in articular cartilage of knee joints in Control and Cart-miR-23clus KO mice at 3 weeks of age. Scale bars: 200 µm. **(E)** Cellularity in articular cartilage of Control and Cart-miR-23clus KO mice (*n* = 5 per group). The data represented as mean ± SEM. Comparison of mean values was performed using Welch’s *t*-test; *p < .05.

To determine whether miR-23a/b clusters have role in the pathogenesis of OA, we examined the knee joints of Cart-miR-23clus KO mice in two different mouse models of OA, an aging model as primary OA, and a surgical model as posttraumatic OA. First, in aged mice, the bodyweight and the body length of Cart-miR-23clus KO mice were similar with that of Control mice at 12 months of age (Control mice: mean ± SD body weight 36.9 g ± 2.8 g and body length 9.7 cm ± .3 cm, Cart-miR-23clus KO mice: 35.5 g ± 2.8 g, 9.6 cm ± .3 cm) and 18 months of age (Control mice: body weight 36.7 g ± 2.5 g and body length 10.2 cm ± .3 cm, Cart-miR-23clus KO mice: 36.8 g ± 5.8 g, 9.8 cm ± .3 cm). Cart-miR-23clus KO mice at 12 months of age exhibited almost normal knee joint tissues including articular cartilage with similar proteoglycan staining, meniscus, synovium, and ScB (Figures 3A,B). At 18 months of age, several Cart-miR-23clus KO mice and Control mice showed reduced Safranin O staining especially in the medial tibial plateau, indicating proteoglycan loss, a roughened articular surface, and fibrillations (Figure 3A). Furthermore, they also showed medial meniscus degeneration, synovitis, and ScB changes with sclerosis in medial tibia (Figure 3A). Although OARSI, meniscus and ScB scores demonstrated more progressive OA-like changes in both mice at 18 months of age than at 12 months of age, there was no significant difference between Cart-miR-23clus KO mice and Control mice at 12 and 18 months of age (Figure 3B). There were no changes in the expression patterns of OA-related markers, ADAMTS5, MMP13, and Type X Collagen between the Control mice and Cart-miR-23clus KO mice (Figures 3C, D).

**FIGURE 3:**
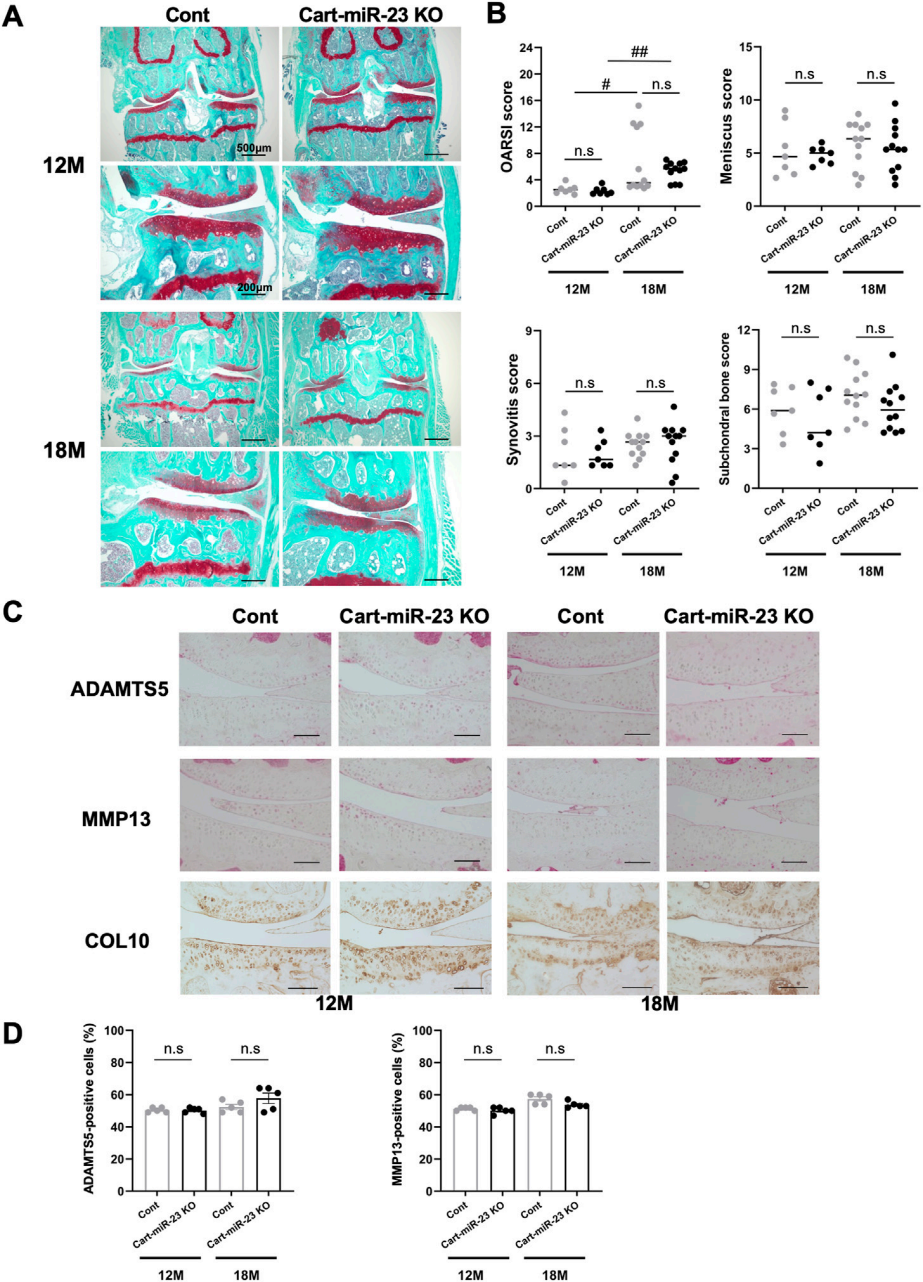
Histopathological evaluation of Knee joint tissues in Cart-miR-23clus KO mice with aging. **(A)** Safranin O staining of the knee joints of Control and Cart-miR-23clus KO mice at 12 and 18 months of age. Scale bars: 500 µm and 200 µm. **(B)** The right knee joints of Control and Cart-miR-23clus KO mice at 12 months of age (Control: *n* = 7, Cart-miR-23clus KO: *n* = 7) and 18 months of age (Control: *n* = 12, Cart-miR-23clus KO: *n* = 12) were assessed by OARSI scoring, meniscus scoring, synovitis scoring and ScB scoring system. The data was represented as median. Scoring data was analyzed by Kruskal–Wallis test, the Dunn’s multiple comparison test was applied; ^#^ *p* < .05, ^##^ *p* < .01. **(C,D)** Knee joints from Control and Cart-miR-23clus KO mice were assessed by immunohistochemistry using anti-ADAMTS5, anti-MMP13, and anti-Type X Collagen antibodies (*n* = 5 per group). Scale bars: 100 µm. The data represented as mean ± SEM. Comparison of mean values was performed using Welch’s *t*-test with Holm-Sidak correction for multiple comparison. n. s: non-significant difference.

Next, we investigated surgically-induced OA model mice as posttraumatic OA. Both Cart-miR-23clus KO mice and Control mice exhibited mild OA-like changes with proteoglycan loss after 8 weeks of surgery, and the OARSI and ScB scores were not significantly different (Figures 4A, B). After 12 weeks of surgery, both strains of mice exhibited more severe OA-like changes with partial cartilage defects and osteophytes on the medial tibial plateau (Figures 4A,B). OARSI scores indicated more progressive OA-like changes in both mice at 8 weeks and 12 weeks after surgery. However, there was no significant difference between Cart-miR-23clus KO mice and Control mice (Figure 4B). ADAMTS5 and MMP13 expression in articular cartilage did not change in both strains at 8 weeks after surgery (Figure 4C). These results indicated that deficiency of miR-23a/b clusters in chondrocytes does not affect posttraumatic OA severity.

**FIGURE 4:**
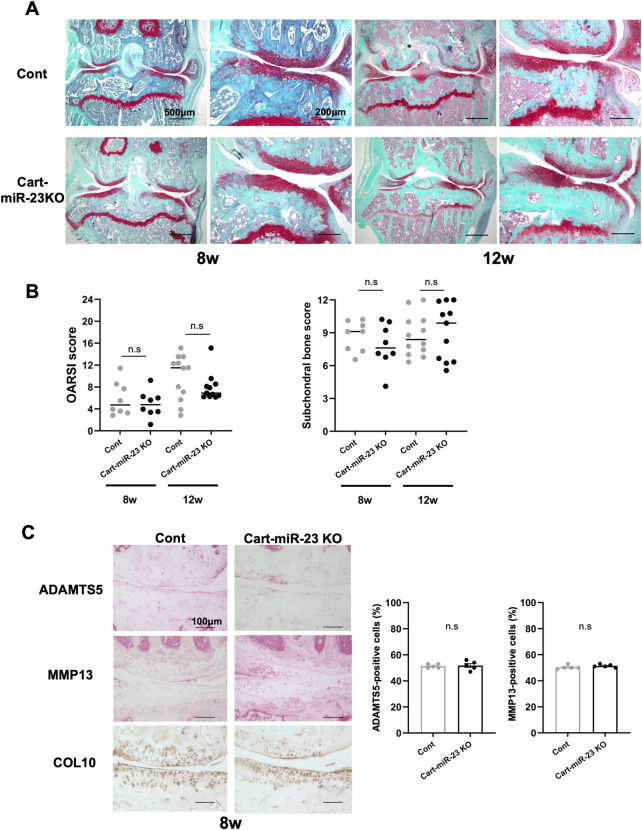
Histopathological evaluation of Knee joint tissues of Cart-miR-23clus KO mice in surgically induced OA model. **(A)** Safranin-O staining in the knee joints of Control and Cart-miR-23clus KO mice in surgically induced OA model. Scale bars: 500 µm and 200 µm. **(B)** The right knee joints of Control and Cart-miR-23clus KO mice after 8 weeks (Control: *n* = 8, Cart-miR-23clus KO: *n* = 8) and 12 weeks (Control: *n* = 12, Cart-miR-23clus KO: *n* = 11) of surgery were assessed by OARSI scoring and ScB scoring system. The data was represented as median. Scoring data was analyzed by Kruskal–Wallis test, then Dunn’s multiple comparison test was applied. **(C)** Knee joints from Control and Cart-miR-23clus KO mice after 8 weeks of surgery were assessed by immunohistochemistry using anti-ADAMTS5, anti-MMP13, and anti-type X Collagen antibodies (*n* = 5 per group). Scale bars: 100 µm. The data represented as mean ± SEM. Comparison of mean values was performed using Welch’s *t*-test. n. s: non-significant difference.

### 3.3 Gene expressions in chondrocytes from miR-23clus KO mice

Furthermore, we investigated OA-related genes expression and the responses to IL-1β-treatment in chondrocytes from Cart-miR-23clus KO mice at 3 weeks of age. IL-1β stimulation induced a significant increase in the expression of *Adamts5* and inflammatory *Il6* and a significant decrease in the expression of *Col2a1* and *Acan* in chondrocytes from Control mice and/or Cart-miR-23clus KO mice (Figure 5A). However, there were no significant differences between Control mice and Cart-miR-23clus KO mice (Figure 5A). Furthermore, GAG loss levels from articular cartilage of the Cart-miR-23clus mice were not significantly different from that of the Control mice (Figure 5B). Thus, the responses to IL-1β in Cart-miR-23clus KO chondrocytes were similar with Control chondrocytes. The expression of cartilage-related miRNAs, such as miR-140 and miR-455, had no significant changes between Control and Cart-miR-23clus KO chondrocytes (Figure 5C).

**FIGURE 5:**
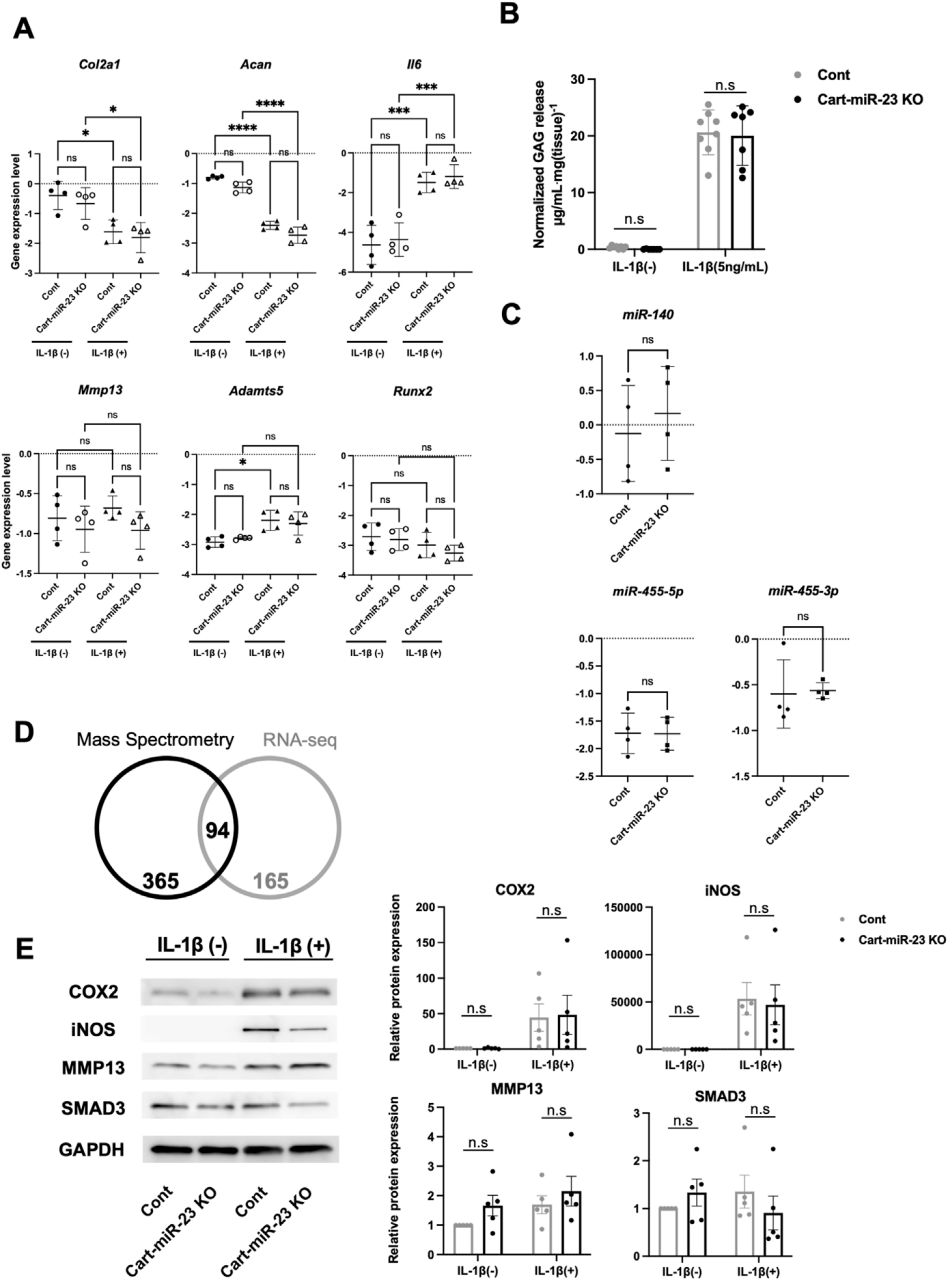
Osteoarthritis related markers in the articular chondrocytes of Cart-miR-23a/b KO mice. **(A)** Real-time PCR was performed to assess the OA-related genes expression in articular chondrocytes with or without IL-1β treatment (1 ng/ml for 24 h) from Control and Cart-miR-23clus KO mice (*n* = 4 each group) at 3 weeks of age. **(B)** Femoral head cartilage explants from Control and Cart-miR-23clus KO mice (Control: *n* = 8, Cart-miR-23clus KO: *n* = 7) cultured with or without IL-1β (5 ng/ml) for 72 h. Proteoglycan release into the conditioned medium from articular cartilage was assayed as the concentration of glycosaminoglycan (GAG). **(C)** Expression of cartilage-related miRNAs in Control and Cart-miR-23clus KO articular chondrocytes by real-time PCR (*n* = 4 each group). **(D)** Venn diagram comparing upregulated proteins and mRNAs (Cart-miR-23clus KO/wild-type mice) in proteome analysis and transcriptome analysis. **(E)** Western blotting of NF-κB-dependent proteins in Control and Cart-miR-23clus KO articular chondrocytes (*n* = 5 each group) with or without IL-1β treatment. All data represented as mean ± SEM. Comparison of gene expression **(A)**, GAG release **(B)** and protein expression **(E)** were performed using one-way ANOVA Sidak’s multiple comparisons test. Comparison of mean values **(C)** was performed using Welch’s *t*-test. *p < .05, **p < .01, ***p < .001, ****p < .0001. n. s: non-significant difference.

### 3.4 Target genes of miR-23 a/b clusters

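RNA-sequencing data were deposited for articular chondrocytes released from femoral head cartilage with 3.5 mg/ml collagenase at 3 weeks of age and cultured to confluency. Libraries were prepared from the 3′ ends of mRNAs (QuantSeq, FWD) and read as single-end reads of 75 bases. There was 1 library from wild-type chondrocytes and 1 from Cart-miR-23clus KO chondrocytes. The differences between them therefore have no replicate check, and no p-value is given between conditions. The sample labels call the first library wild type, whereas the methods and Table S5 call it Control. The methods define Control as mice with floxed miR-23a/b clusters, so the genotype behind every ratio to wild type is not certain. Libraries of miR-26a KO chondrocytes and of miR-26a KO chondrocytes transfected with a miR-26a mimic, which the paper does not report on, are used as further comparison libraries. The authors mapped the reads to the mouse genome mm10 without quality filtering and deposited reads per gene and TPM, in which the reads are scaled by gene length and library. The sequencing gave 2527005 reads in wild type, of which 1505805 were counted on genes, and 2201616 reads in Cart-miR-23clus KO, of which 1336496 were counted on genes. In miR-26a KO 1369924 reads were counted on genes. A gene with 0 reads may hold a share of up to 0.000199% of the reads in wild type and 0.000224% in Cart-miR-23clus KO. The targeted loci gave no check of the labels: Mir23a, Mir27a and Mir23b had 0 reads in every library, as did Mir26a-1 and Mir26a-2. The Aopep gene had 254 reads in wild type, 298 in Cart-miR-23clus KO and 218 in miR-26a KO. Folds are ratios of the deposited TPM, as in Table S5. Their 95% intervals are exact Clopper-Pearson intervals on reads with the library totals as the offset; on that scale a ratio of Cart-miR-23clus KO to wild type is 1.02 times the TPM ratio. The intervals cover counting error only, and compare these libraries and not the conditions.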

To investigate mRNA and protein level of miR-23a/b clusters target candidates, we performed multiomics analysis using wild-type chondrocytes and Cart-miR-23clus KO chondrocytes. 

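In the deposited data, the TPM ratio of Cart-miR-23clus KO to wild type was above 2 for all 94 genes of Table S5, and both TPM values of each gene equalled the printed ones. These genes had a median of 15 reads in wild type (range 1 to 1211) and of 47.5 reads in Cart-miR-23clus KO (range 3 to 5045). The lower limit of the fold was above 1 for 74 genes, or 78.7%, and above 2 for 32 genes, while the interval included 1 for 20 genes. Of the 94 genes, 18 had 3 reads or fewer in wild type, and 52 had fewer than 20. Of the alternatives tried, requiring at least 20 reads in each of the 2 libraries lowered the number of genes over 2-fold most, except for the choice of the comparison library, and left 42 genes. Cxcl12 (ENSMUSG00000061353) lies on chromosome 6 of GRCm38 from 117168535 to 117181367. It rose from 765 to 5045 reads, a TPM ratio of 7.26 (95% interval 6.88 to 8.03), and had 428 reads in miR-26a KO. Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) rose from 27 to 166 reads, a ratio of 6.77 (4.59 to 10.8). Maoa (ENSMUSG00000025037, chromosome X, 16619698 to 16687818) rose from 20 to 116 reads, a ratio of 6.39 (4.04 to 11.1). The ratio was 6.28 (4.25 to 10.1) for Ccn3 (ENSMUSG00000037362, chromosome 15, 54745702 to 54754039), with 27 and 154 reads. For Zwint (ENSMUSG00000019923, chromosome 10, 72654845 to 72674964) it was 5.18 (3.98 to 7.17), with 58 and 273 reads. At the other end, Fabp7 and Nes each had 1 read in wild type and 3 in Cart-miR-23clus KO. Il3ra had 2 and 4 reads, Gbp2 1 and 6, and Plau 2 and 5, and no difference between the libraries was detectable at this depth for these genes. In miR-26a KO against the same wild-type library, 51 of the 94 genes were also above 2. The comparisons share that library, so genes low in it by chance rise in both. Simulation with no gene changed gave 31.9 such genes at an assumed biological coefficient of variation of 0.2, and 43.8 at 0.4. From the rise in both mRNA and protein, the paper lists the 94 genes as target candidates.

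**Figure D1:**
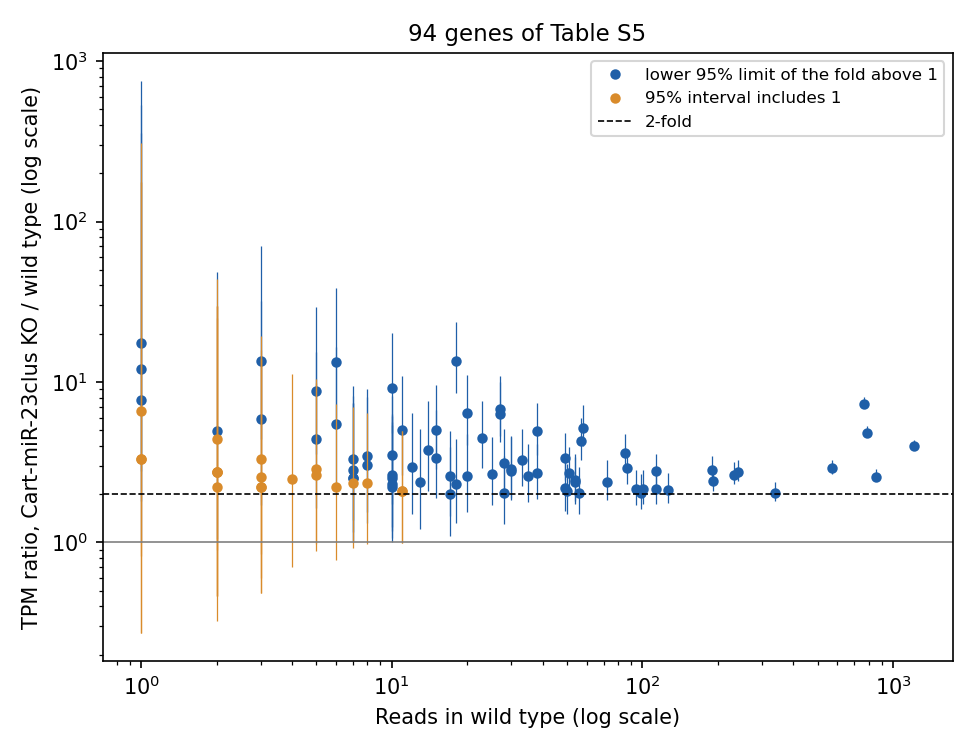
Reads in wild type and TPM ratio of Cart-miR-23clus KO to wild type for the 94 genes of Table S5, both on log scales; points are genes and vertical lines are 95% Clopper-Pearson intervals of the ratio of reads over library totals. The 20 genes whose interval includes 1 lie at low read numbers in wild type.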

Four hundred and fifty-nine target candidate genes for miR-23a/b clusters (2-fold increase for Cart-miR-23clus KO chondrocytes compared to Control) were identified by proteomics analysis, and 94 genes were commonly upregulated in mRNA and protein level (Figure 5D; Supplementary Table S5). To further investigate the altered biological processes as a result of miR-23a/b clusters-deletion in chondrocytes, gene ontology (GO) analysis was performed. The upregulated genes were involved in biological processes such as cell adhesion, and downregulated genes were involved in ossification (Supplementary Figures S2, S3). Furthermore, although previous reported target genes were not included in the 94 target candidate genes, to validate NF-κB-dependent genes and *Smad3* as target genes of miR-23a/b clusters, we performed Western Blotting analysis using Control and Cart-miR-23clus KO chondrocytes with or without IL-1β treatment. 

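With no gene ontology annotation at hand, these processes were examined with lists of cell adhesion and ossification genes written by hand. They were written before the deposited data were examined, though the values printed in Table S5 had been seen. Of the cell adhesion list, 87 genes had a mean of at least 1 TPM over the 4 libraries. Their median log2 ratio of Cart-miR-23clus KO to wild type, with 0.5 TPM added, was 0.13, at percentile 98.9 of 10000 random gene lists matched on mean expression. In the list, 49 genes were higher and 38 lower. The largest rises were those of Cxcl12, Icam1 and Ccn3, which are also in Table S5. Without the 12 members in Table S5 the median was -0.04, at percentile 29.3. Of the alternatives set before the data were examined, this one moved it most. These members had been selected for a ratio above 2. Keeping them therefore raises the median and its percentile, and a lower median follows from leaving them out. In miR-26a KO against wild type the list had a median of 0.16, and against miR-26a KO in place of wild type its median in Cart-miR-23clus KO was -0.09. Against the library with the miR-26a mimic it was -0.12, at percentile 2.47 of the random lists. The ossification list, with 84 genes, had a median of -0.42, at percentile 0 of the random lists, and 57 genes were lower and 27 higher. Ifitm5 had 34 reads in wild type and 0 in Cart-miR-23clus KO, Bmp3 had 36 and 0, and Tmem119 had 417 and 15. In miR-26a KO against wild type this list was also lower, with a median of -0.20 at percentile 0 and 58 of the 84 genes lower. Against miR-26a KO in place of wild type its median in Cart-miR-23clus KO was -0.33. With genes of 3 reads or fewer set to 3 reads and no TPM added, the medians were 0.14 for cell adhesion and -0.42 for ossification.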

Although the protein levels of COX2, iNOS and MMP13 were upregulated in Control and miR-23clus KO chondrocytes with IL-1β treatment, there were no significant changes in their upregulation in miR-23clus KO chondrocytes compared with Control chondrocytes (Figure 5E). SMAD3 had no significant difference between Control and miR-23clus KO chondrocytes.

### 3.5 Global miR-23a/b clusters loss-of-function model

Furthermore, investigating the role of miR-23a/b clusters in tissues other than cartilage is also important for the skeletal development and the pathogenesis of OA as whole joint or systemic disease. Exosomal miRNAs, which are miRNAs existing in EVs such as exosomes, recently have attracted increasing attention because of their relation to the pathogenesis of various diseases and as newly mediators of tissue-to-tissue/cell-to-cell communication (Valadi et al., 2007; Mori et al., 2019). Thus, to further define the function of miR-23a/b clusters by global deletion including cellular and exosomal miRNA, we evaluated Glob-miR-23clus KO mice with aging. Glob-miR-23clus KO mice, in which miR-23a/b clusters were deleted under the control of the synthetic CAG promoter, exhibited the downregulation of ubiquitous miR-23a/b clusters expression (Supplementary Figure S4). Exosomal miR-23a/b clusters, miR23a, miR-23b, and miR-24 were undetected in serum of Glob-miR-23clus KO mice. miR-27a and miR-27b were undetected in the serum of Control and Glob-miR-23clus KO mice. Skeletal development in Glob-miR-23clus KO mice at postnatal day 0 appeared grossly normal compared with Control mice (Figure 6A). The bodyweight of Glob-miR-23clus KO mice was significantly lower than Control mice and Cart-miR-23clus KO mice throughout aging until 12 months of age (Figure 6B). Their body size and adipose tissue volume were significantly lower than Control mice at 12 months of age (Figures 6C, D). Furthermore, Glob-miR-23clus KO mice exhibited low bone density (Figure 6E). However, Glob-miR-23clus KO mice did not exhibit knee joints with severe OA-like changes at 12 months of age, each score had no significant difference between Control mice and Glob-miR-23clus KO mice (Figures 7A, B). Although the number of cells positive for p16^INK4a^, a marker of senescent cells, were significantly increased in articular cartilage of Glob-miR-23clus KO mice, TUNEL-positive chondrocytes in superficial and middle layer were decreased in Glob-miR-23clus KO mice (Figures 7C, D). Type X Collagen and ADAMTS5 had no changes between articular cartilage of Control mice and Glob-miR-23clus KO mice (Figures 7E, F). MMP13 was significantly increased in articular cartilage of Glob-miR-23clus KO mice (Figures 7E, F). However, Glob-miR-23clus KO mice also did not exhibit acceleration of OA development.

**FIGURE 6:**
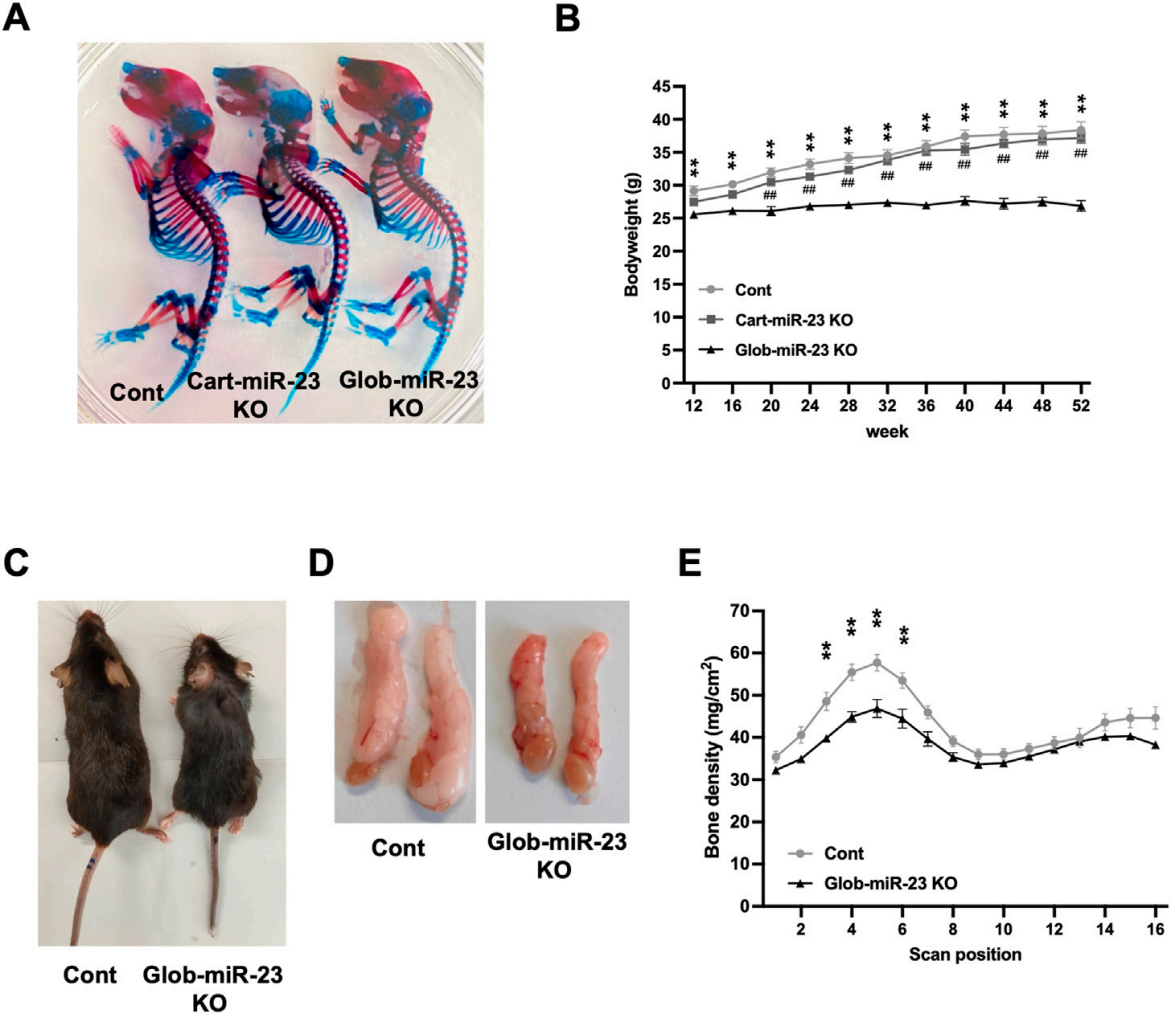
Growth retardation and accelerating aging-like phenotype in Glob-miR-23clus KO mice. **(A)** Skeletal preparation with Alcian blue/Alizarin red staining of Control, Cart-miR-23clus KO, and Glob-miR-23clus KO mice at postnatal day 0. **(B)** Bodyweight during aging. Glob-miR-23clus KO mice exhibited growth retardation during aging. Control: *n* = 11, Cart-miR-23clus KO mice: *n* = 7, Glob-miR-23clus KO mice: *n* = 13. **(C,D)** Representative images of whole body and epididymal adipose tissue in Control and Glob-miR-23clus KO mice at 12 months of age. **(E)** Bone mineral density in Control and Glob-miR-23clus KO mice at 12 months of age (*n* = 7 each group). All data was represented as mean ± SEM. The data **(B,E)** was analyzed by two-way ANOVA; **p < .01:Glob-miR-23clus KO vs. Control, ^##^ *p* < .01:Glob-miR-23clus KO vs. Cart-miR-23clus KO.

**FIGURE 7:**
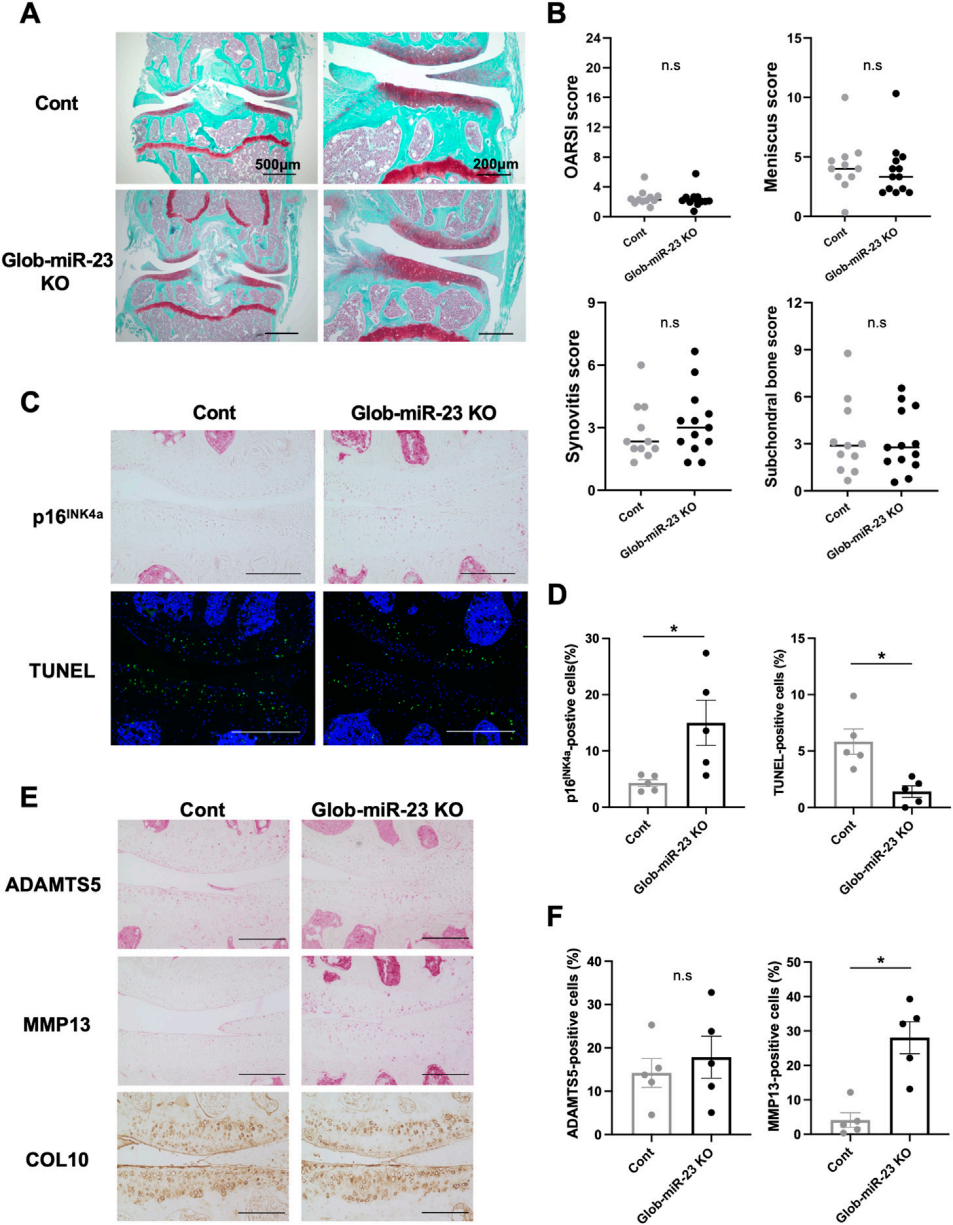
Histopathological evaluation of Knee joint tissues in Glob-miR-23clus KO mice with aging. **(A)** Safranin O staining of the knee joints of Control and Glob-miR-23clus KO mice at 12 months of age. Scale bars: 500 µm and 200 µm. **(B)** The right knee joints of Control and Glob-miR-23clus KO mice at 12 µmmonths of age (Control: *n* = 11, Glob-miR-23clus KO: *n* = 13) were assessed by OARSI scoring, meniscus scoring, synovitis scoring and ScB scoring system. The data was represented as median. Comparison of scoring data was performed by Mann-Whitney *U* test. **(C,D)** Knee joints from Control and Glob-miR-23clus KO mice were assessed by immunohistochemistry using anti-16^INK4a^ antibodies, and TUNEL staining (*n* = 5 per group). Scale bars: 200 µm. **(E,F)** Immunohistochemistry (ADAMTS5, MMP13, and type X Collagen) in articular cartilage of knee joints in Control and Glob-miR-23clus KO mice (*n* = 5 per group). Scale bars: 200 µm. All data was represented as mean ± SEM. Comparison of mean values was performed by Welch’s *t*-test; *p < .05. n. s: non-significant difference.

## 4 Discussion

In the present study, we determined the role of miR-23a/b clusters, which are highly expressed in cartilage, in the pathogenesis of OA using two OA models in miR-23a/b clusters KO mice. Among miR-23a/b clusters, miR-23a, miR-23b and miR-27b have been suggested to have a role in maintaining articular cartilage state and anti-inflammation by *in vitro* studies (Akhtar et al., 2010; Hu et al., 2017; Zhou et al., 2017; Xu et al., 2018; Lv et al., 2020; Zhou et al., 2021). On the other hand, several reports suggest that miR-23a and miR-23b contribute to OA progression (Kang et al., 2016; Guo et al., 2018; Zhao et al., 2019). Thus, the role of each miRNA in miR-23a/b clusters is still controversial in OA pathogenesis. One of the reasons is that the deletion of a single miRNA in miRNA cluster may be compensated for by functionally redundant another miRNA in cluster. The present study demonstrated that miR-23 a/b clusters-deletion have no critical role in the severity of OA with aging and following surgical trauma. This suggests that miR-23a/b clusters, composed of miR-23a, miR-23b, miR-24, miR-27a and miR-27b is not essential for cartilage homeostasis.

MiR-23a/b clusters were highly expressed in cartilage. Among them, miR-23a, miR-24, and miR-27a were significantly downregulated in OA chondrocytes. However, miR-23clus KO mice did not accelerate the severity of OA. In the screening of target genes for miR-23a/b clusters using multiomics analysis, 94 candidate genes were listed. The upregulated genes and proteins in miR-23clus KO chondrocytes might not only be candidate target genes for miR-23a/b clusters but also altered secondarily to compensate for the functionally complement genes due to the deficiency of miR-23a/b clusters in chondrocytes. However, the upregulated genes and proteins mean that they were not essentially associated with OA pathogenesis as shown by the phenotype of miR-23clus KO mice. Although we listed cartilage-miRNAs (Supplementary Table S4), functioning coordinately with other miRNAs might be a potential explanation for the lack of OA-like phenotype of miR-23a/b clusters deficiency in cartilage. Indeed, the expression level of OA-related genes might be coordinately regulated by multiple miRNAs that are highly expressed in cartilage. We can find a target gene for multiple miRNAs like this in OA-related genes from the database, TargetScan 8.0 (https://www.targetscan.org/vert_80/). For example, we found that cartilage-degrading enzyme, *Adamts5*, is a common target gene for miR-23a, miR-27a and miR-140 (Supplementary Table S6). Thus, the phenotype of double KO mice of miR-23a/b clusters and other cartilage-miRNA might be a potential explanation for fine-tuning the expression level of common target genes and causing OA-like pathological conditions. Currently, we are working on to further clarify the reason for the lack of the phenotype in the present study. In addition, previous reported target genes of miR-23, miR-24 and miR-27a such as *Runx2*, murine double minute 4 (*Mdm4*), *Smad3*, *Leptin* and *Mmp13* (Zhang et al., 2011; Zhang et al., 2012; Kang et al., 2016; Zhou et al., 2017; Li et al., 2018; Zhao et al., 2019; Xu et al., 2021) were not included among 94 candidate genes. 

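In the RNA-sequencing libraries none of these 5 genes was over 2-fold higher in Cart-miR-23clus KO chondrocytes. Runx2 (ENSMUSG00000039153) had 47 reads in wild type and 33 in Cart-miR-23clus KO, a TPM ratio of 0.773 whose 95% interval, 0.491 to 1.26, includes 1. Mdm4 (ENSMUSG00000054387) had 103 and 46 reads, a ratio of 0.492 (0.347 to 0.719). In miR-26a KO against the same wild-type library the ratio of Mdm4 was 0.522. Smad3 (ENSMUSG00000032402) had 105 and 81 reads, a ratio of 0.849 (0.642 to 1.17). Mmp13 (ENSMUSG00000050578) had 1415 and 836 reads, a ratio of 0.650 (0.610 to 0.726), whereas in miR-26a KO it was 1.72. Lep (ENSMUSG00000059201) had 0 reads in every library, so a change in it was not detectable at this depth. Scaling the reads to library totals or by the factors of edgeR or DESeq2 left each of the other 4 ratios within its interval.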

The identification of target gene for miRNAs depends on the kinds of cell type, and endogenous target gene expression level under various conditions such as aging and inflammation in *in vitro* and *in vivo*. Furthermore, many target genes for miR-23a/b clusters have been identified by *in vitro* model using excessive miR-23a/b mimic or inhibitor. These factors might be one of the reasons.

Aging and age-related diseases have been characterized by the accumulation of senescent cells in various tissues including cartilage and are associated with age-related pathogenesis (Baker et al., 2016; Farr et al., 2017; Jeon et al., 2017). Glob-miR-23clus KO mice exhibited low bone density at 12 months of age. Although miR-24 is a negative regulator of the senescence marker p16^INK4a^ (Philipot et al., 2014), Glob-miR-23clus KO mice did not show increased severity of OA. This lack of an OA phenotype is despite the fact that we observed some molecular and cellular changes (increased MMP13 and p16^INK4a^-positive senescent cells in cartilage) in the Glob-miR-23clus KO mice with aging. A recent study reported that p16^INK4a^ expression is a biomarker of dysfunctional chondrocytes but does not cause OA (Diekman et al., 2018). Our results may support that, and/or OA may develop at a later stage compared with aging-like phenotype such as osteopenia. Furthermore, the present study indicated that the deficiency of miR-23 a/b clusters in other tissues (other cells) except cartilage (chondrocytes), and in body fluids may have caused the impaired growth including skeletal growth with aging. Previously, tissue-specific miR-23a/b clusters deficient mice, such as vascular endothelial cells- and muscle-specific miR-23a/b clusters deficient mice, exhibit normal growth and have no dramatic effects on tissue or cell functions (Oikawa et al., 2018; Lee et al., 2019). In bone, miR-23a/b clusters inhibit osteogenesis by targeting *Runx2*, *Satb2*, *Sp7* (*Osterix*), and *Bmpr1b in vitro* (Hassan et al., 2010; Peng et al., 2017; Godfrey et al., 2018; Zhang et al., 2019). Global-miR-23a transgenic (Tg) mice revealed a limited role in bone formation and maintenance (Park et al., 2015). Osteoblast-specific miR-23a cluster Tg mice exhibit low bone mass through targeting of *Prdm16* (Zeng et al., 2017). On the other hand, male and female miR-23a cluster knockdown mice (homozygous miR-23a Cl^*ZIP*^ mice) died postnatally, and female miR-23a cluster knockdown mice (hetero zygous miR-23a Cl^*ZIP*^ mice) had increase bone density (Godfrey et al., 2018). The phenotype due to the difference of sex in miR-23clus KO mice should further be examined since only male mice were investigated in the present study. Furthermore, recently, exosomal miRNAs have attracted increasing attention because of their relation to the pathogenesis of various diseases as new mediators of tissue-to-tissue/cell-to-cell communication (Valadi et al., 2007; Mori et al., 2019). miR-23a from osteoclast-derived EVs suppress osteogenesis by targeting *Runx2* (Yang et al., 2020). From previous studies and the present study, however, aging-like phenotype with osteopenia in Glob-miR-23clus KO mice might be due to the impairment of endocrine and nervous system rather than derived from skeletal system-related cells such as chondrocytes, muscle cells, osteoblasts, osteocytes and osteoclasts. Furthermore, miR-23a/b clusters KO mice show decreased bone marrow cellularity and hematopoietic stem cell populations (Kurkewich et al., 2018). Thus, we should further examine what functions of miR-23a/b clusters including exosomal miRNAs is derived from which cells, and their target genes in order to reveal the mechanism of accelerated aging-like phenotype such as osteopenia in Glob-miR-23clus KO mice. These future results will open a new insight in aging mechanisms through the miR-23 a/b clusters.

Together, miR-23a and -23b clusters were highly expressed in various tissues including cartilage. However, loss-of-function studies using cartilage-specific- and global-miR-23clus KO mice demonstrated that the biomedical function of miR-23 a/b clusters in chondrocytes is not essential for OA pathogenesis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: miR-23a/b clusters are not essential for the pathogenesis of osteoarthritis in mouse aging and post-traumatic models
**Source:** Front Cell Dev Biol. 2023 Jan 4;10:1043259. doi: 10.3389/fcell.2022.1043259
**Supplement:** Supplementary file 1

## Supplementary Material

**A** ● Cont ● Cart-miR-23 KO

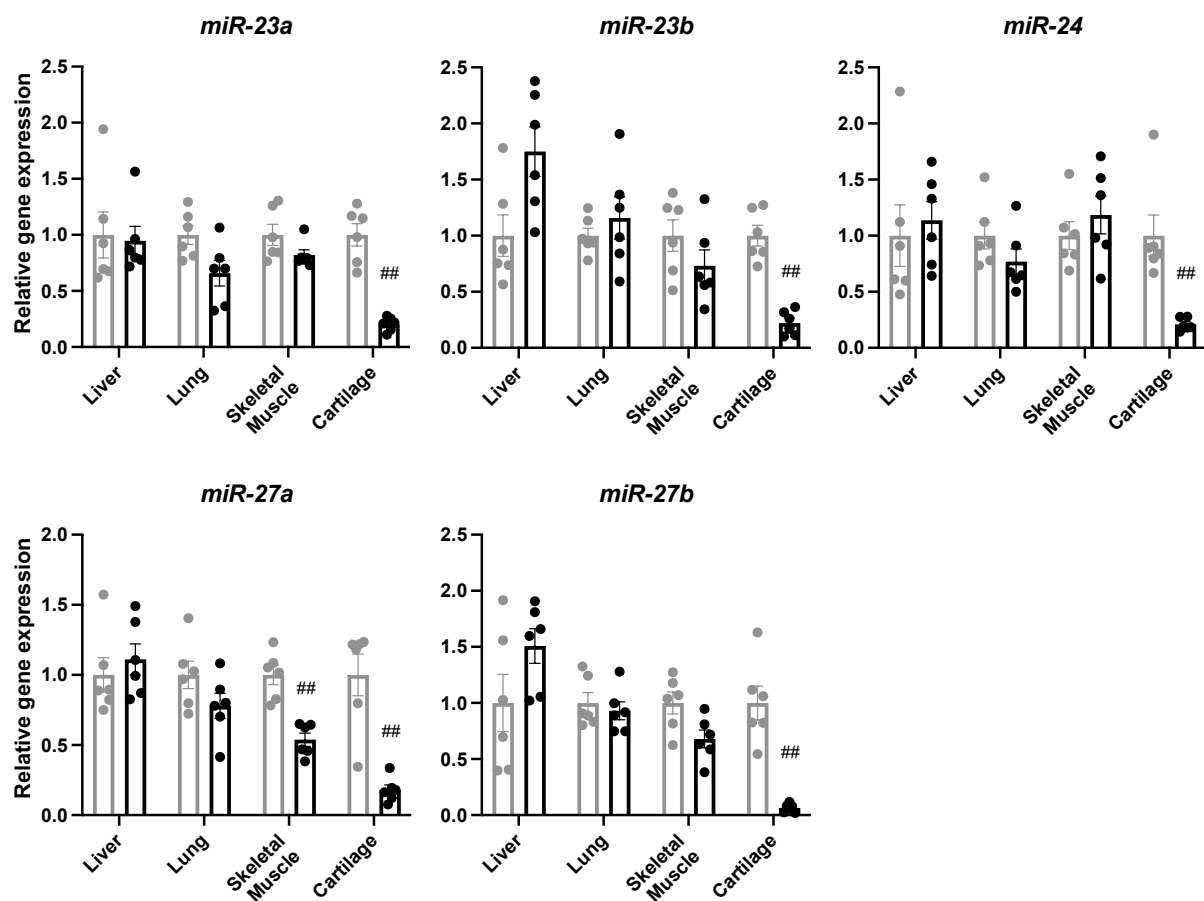

**B**

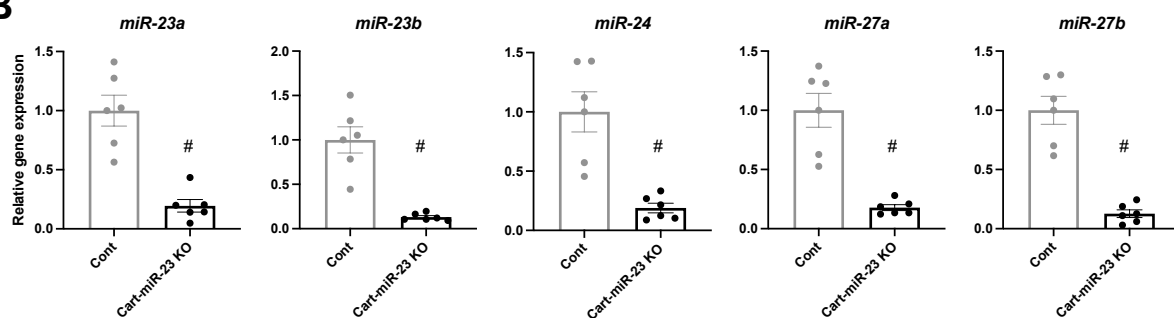

**Fig. S1 Validation of cartilage-specific miR-23a/b clusters deficiency in Cart-miR-23clus KO mice.**

**A)** Real-time analysis showed the expression of miR-23a/b clusters in liver, lung, skeletal muscle, and articular cartilage from Control and Cart-miR-23clus KO mice at 4 weeks of age. **B)** The expression of miR-23a/b clusters in articular chondrocytes from Control and Cart-miR-23clus KO mice. All data are represented as mean  $\pm$  SEM. Comparisons of expression level were performed by Mann-Whitney tests in each tissue. Holm-Sidak corrections were applied to correct for multiple comparisons. <sup>#</sup>P<0.05, <sup>##</sup>P<0.01. n=6 per group.

### A Proteins and transcripts: Cart-miR-23a/b KO >2 folds

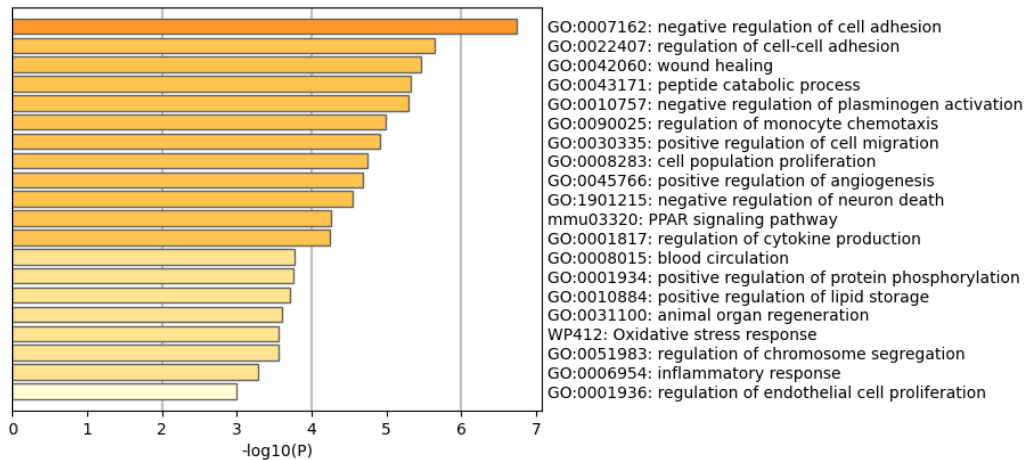

### B Proteins: Cart-miR-23a/b KO >2 folds

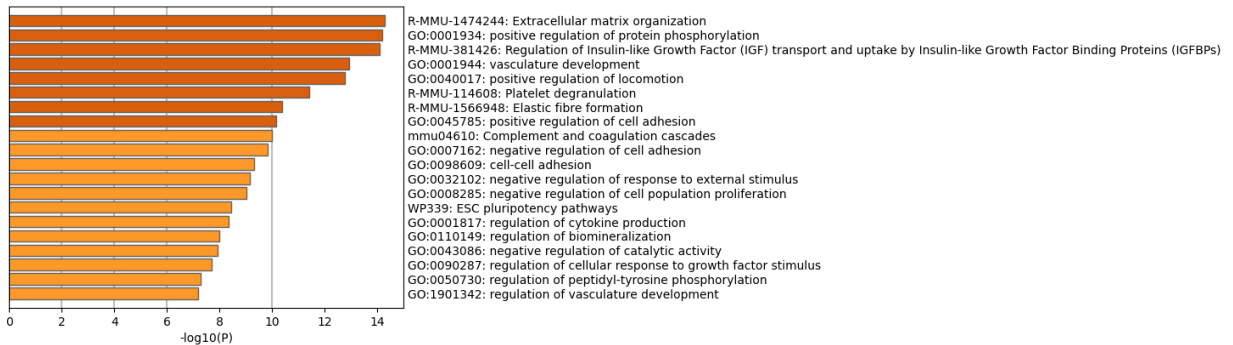

### C Transcripts: Cart-miR-23a/b KO >2 folds

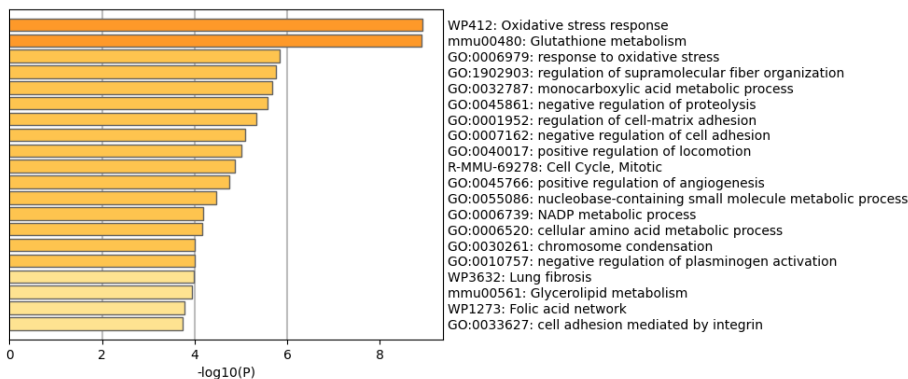

**Fig. S2** Top 20 gene ontology enrichment analysis terms for the genes which **A)** proteins and transcripts are both have been upregulated (>2 folds) **B)** proteins have been upregulated (>2 folds) **C)** transcripts have been upregulated (>2 folds) in articular chondrocytes from Cart-miR-23a/b KO mouse compared to Control mouse.

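For the transcripts, 13620 genes had TPM above 0 in both wild type and Cart-miR-23clus KO, and the TPM ratio was above 2 for 1397 of them. Of these, 826, or 59.1%, had 3 reads or fewer in wild type, and the lower 95% limit of the fold was above 1 for 498. A further 1587 genes had reads only in Cart-miR-23clus KO, with at most 29 reads. Adding 0.1 TPM to both libraries gave 2849 genes, and requiring at least 20 reads in each of the 2 libraries gave 143, the largest change as a ratio among the alternatives. To set these counts against noise, pairs of libraries of the same depths were simulated 100 times with no gene changed. Counting error alone gave a median of 852.5 genes above 2 (range 786 to 917), and of 3 (0 to 11) with at least 20 reads in each library. With an assumed biological coefficient of variation of 0.2 the medians were 1165.5 and 121.5 (97 to 147), and with 0.4 they were 2242.5 and 696.5. The median number above 2 with a lower limit above 1 was 76 from counting error alone, 326 at 0.2 and 1314.5 at 0.4. The 498 observed lie above the value at 0.2 and below that at 0.4. With at least 20 reads in each library, the 143 observed lie within the simulated range at 0.2. The true variation between cultures of one condition cannot be measured with 1 library each. Gm5905 (ENSMUSG00000110275), a processed pseudogene on chromosome 7 of GRCm38 from 141177885 to 141178464, had the largest ratio among genes with at least 20 reads in each library, 7.38 (95% interval 5.02 to 11.8). Its reads, 27 in wild type and 181 in Cart-miR-23clus KO, may be shared with its parent gene, so its ratio is uncertain.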

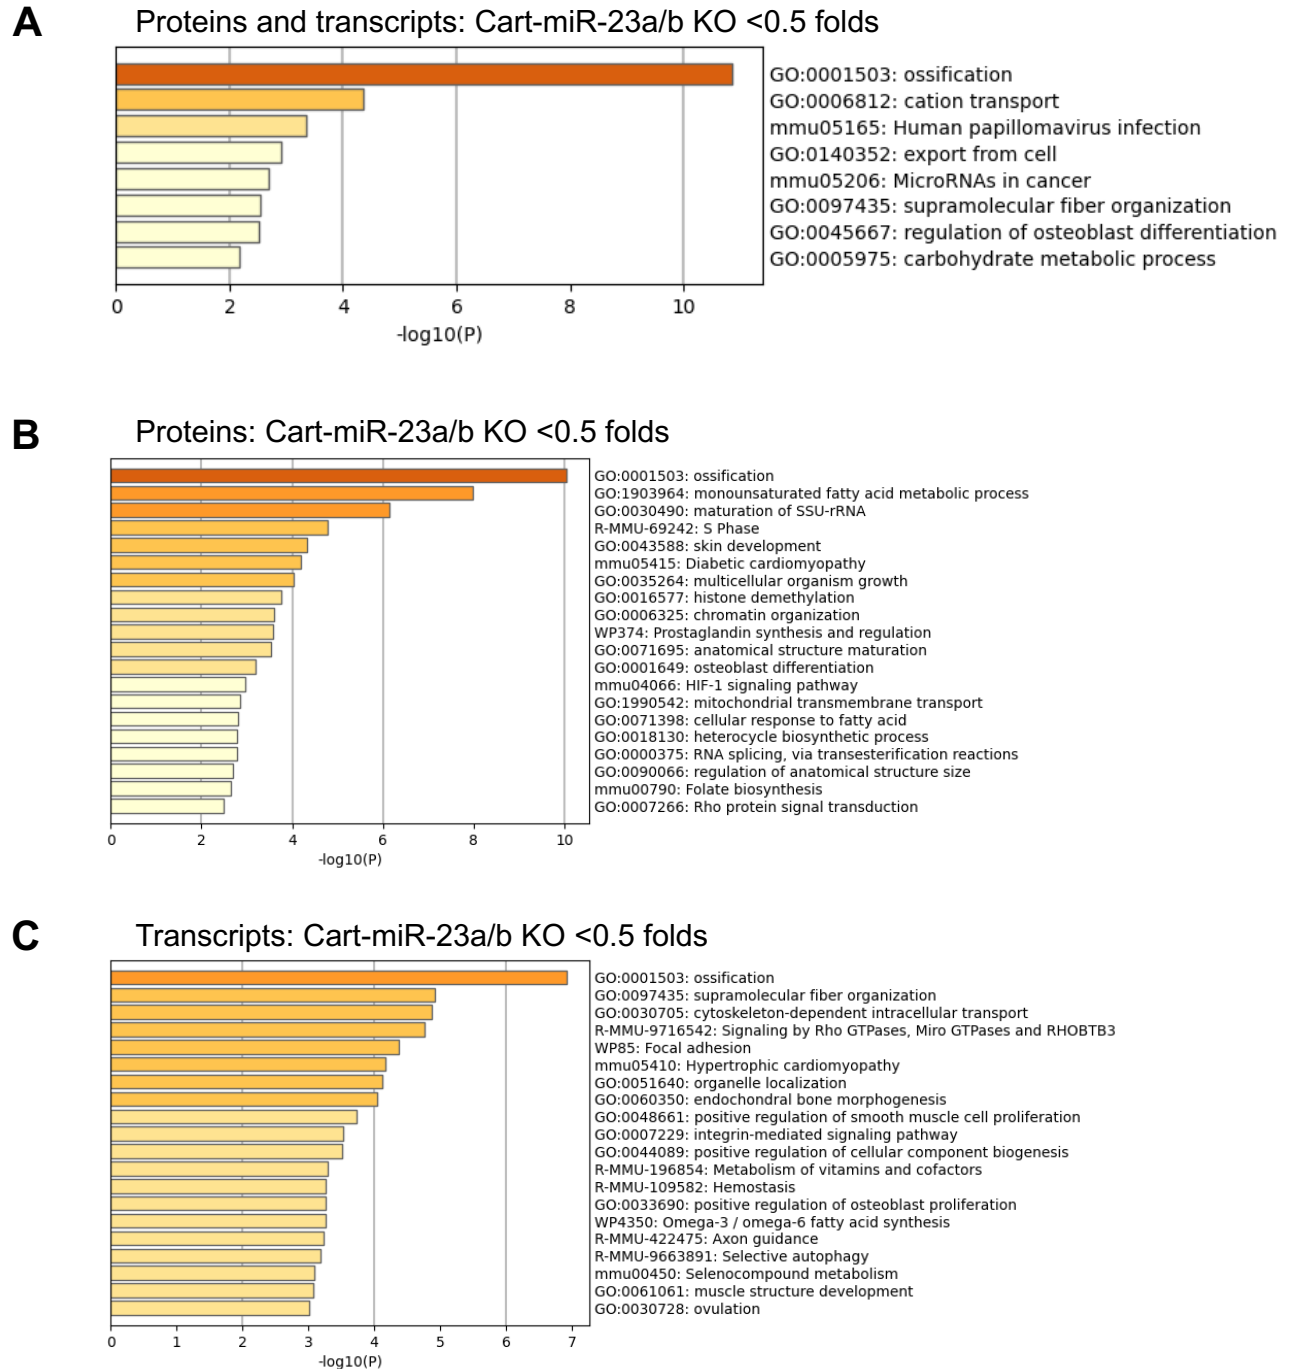

**Fig. S3** Top gene ontology enrichment analysis terms for the genes which **A)** proteins and transcripts are both have been downregulated (<0.5 folds) **B)** proteins have been downregulated (<0.5 folds) **C)** transcripts have been downregulated (<0.5 folds) in articular chondrocytes from Cart-miR-23a/b KO mouse compared to Control mouse.

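The TPM ratio of Cart-miR-23clus KO to wild type was below 0.5 for 1092 genes, and 609 of these had 3 reads or fewer in Cart-miR-23clus KO. The upper 95% limit of the fold was below 1 for 387. With at least 20 reads in each library 102 genes were below 0.5. The simulation of unchanged libraries gave a median of 690 genes from counting error alone, and of 2 with at least 20 reads in each library. With an assumed coefficient of variation of 0.2 it gave 995.5 and 103.5 (83 to 127), and with 0.4 it gave 2065 and 646.5. The 102 observed with at least 20 reads in each library lie within the simulated range at 0.2. A further 1553 genes had reads only in wild type, with at most 36 reads. Among genes with at least 20 reads in each library, Ibsp (ENSMUSG00000029306, chromosome 5 of GRCm38, 104299171 to 104311469) had the smallest ratio, 0.166 (95% interval 0.162 to 0.179), with 10938 reads in wild type and 1653 in Cart-miR-23clus KO. The ratio was 0.182 for Sgms2, 0.192 for Alpl and 0.197 for Panx3. Col1a1 fell from 39203 to 7378 reads, a ratio of 0.207.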

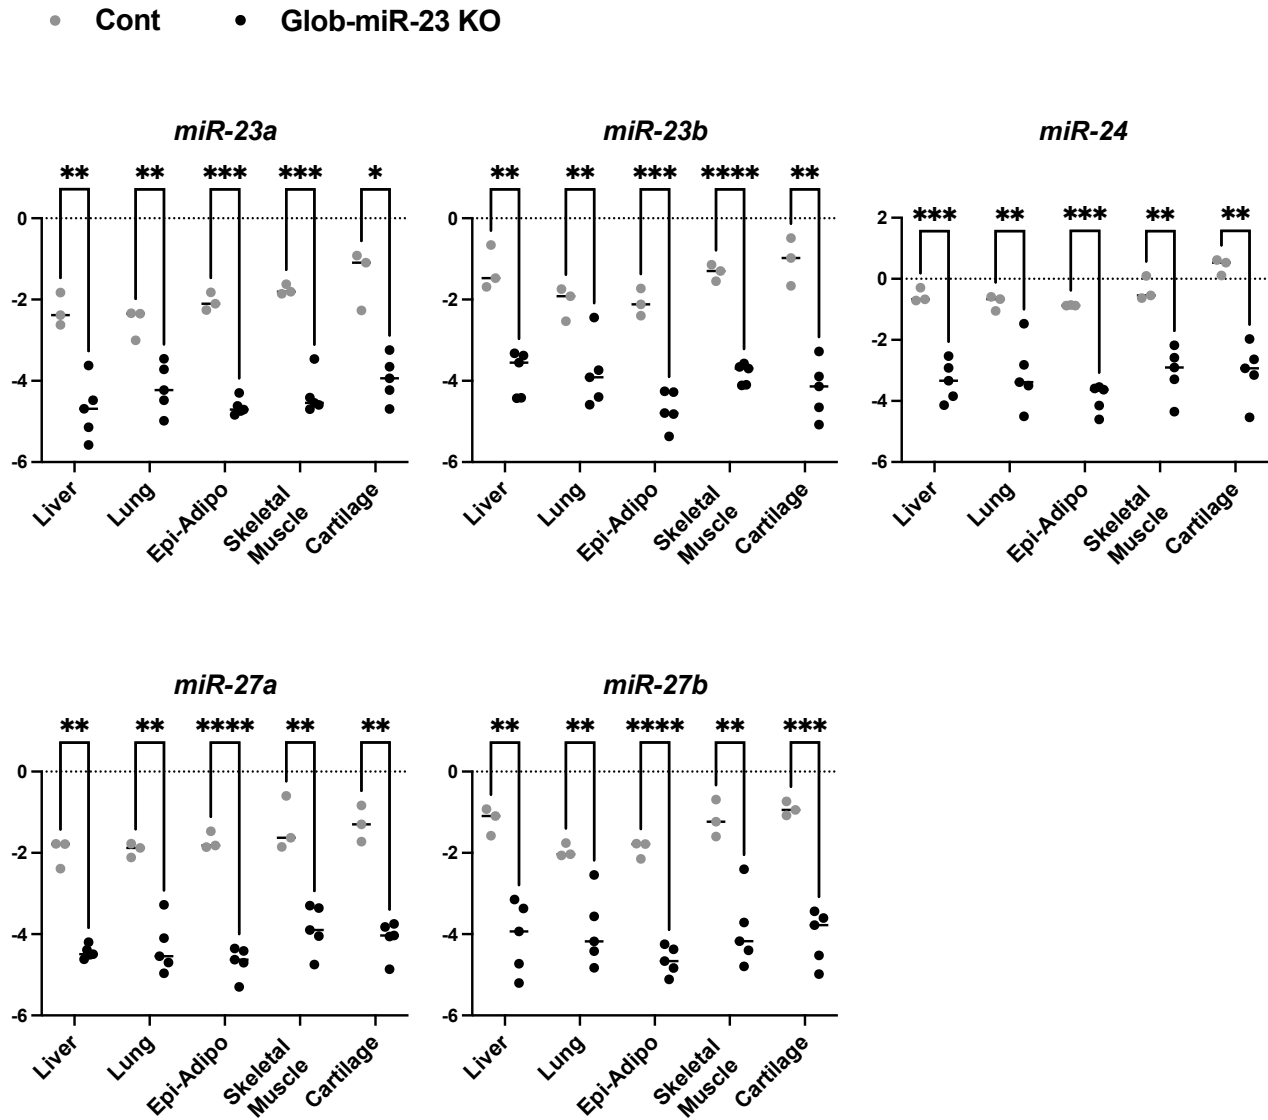

**Fig. S4 Validation of miR-23a/b clusters deficiency in various tissues of Glob-miR-23clus KO mice.**

Real-time PCR analysis showed the expression of miR-23a/b clusters in liver, lung, epididymal adipose tissue, skeletal muscle, and articular cartilage from Control (n=3) and Glob-miR-23clus KO mice (n=5) at 4 weeks of age. All data are represented as mean  $\pm$  SEM. Comparisons of expression level were performed by multiple welch test. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001.

Table. S1

|                         | Primer sequence                   |
|-------------------------|-----------------------------------|
|                         | F: GCTCCAACCTTCCTACGGATCGATGC     |
| <i>miR-23a cluster*</i> | R-1: CCTGCCTCTACCTCTGGAGTCTAGGA   |
|                         | R-2: GTGGTGCAGCTGGTATTCCCAAATC    |
|                         | F: TGCCCCCTGAGTGAGCAAATCC         |
| <i>miR-23b cluster*</i> | R-1: TGGCTTGCCTGTGACCAAGCAT       |
|                         | R-2: GGTGTCCTTCATTGAATGACTGCC     |
|                         | F: GCATTACCGGTCGATGCAACGAGTGATGAG |
| <i>Cre recombinase</i>  | R: GAGTGAACGAACCTGGTCGAAATCAGTGCG |

\*For the genotyping of the miR-23a or miR-23b cluster, primer-F and primer-R-1 were used for the Cart:miR-23clusKO mice and the combinations of primer-F with primer-R-1 and primer-F with primer-R-2 were used for the Glob-miR-23clusKO mice.

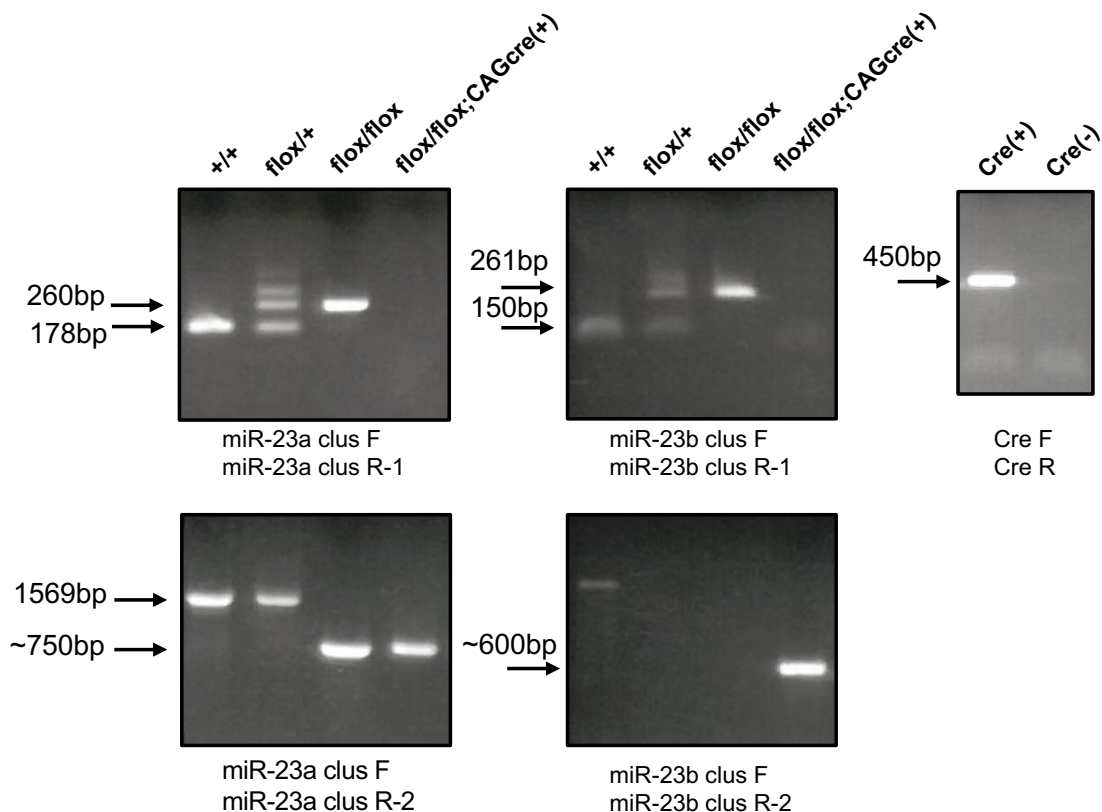

**Table. S2**

| <b>Gene Name</b>  | <b>Assay ID</b> |
|-------------------|-----------------|
| <i>Col2a1</i>     | Mm01309565m1    |
| <i>Acan</i>       | Mm00545807m1    |
| <i>Mmp13</i>      | Mm00439491m1    |
| <i>Adamts5</i>    | Mm00478620m1    |
| <i>Il6</i>        | Mm00446190m1    |
| <i>Runx2</i>      | Mm00446190m1    |
| <i>Gapdh</i>      | Mm99999915g1    |
| <i>miR-23a-3p</i> | RT/TM000399     |
| <i>miR-23b-3p</i> | RT/TM000400     |
| <i>miR-24-3p</i>  | RT/TM000402     |
| <i>miR-27a-3p</i> | RT/TM000408     |
| <i>miR-27b-3p</i> | RT/TM000409     |
| <i>miR-140-5p</i> | RT/TM000462     |
| <i>miR-455-3p</i> | RT/TM002244     |
| <i>miR-455-5p</i> | RT/TM001280     |
| <i>U6 snRNA</i>   | RT/TM001973     |

Real time PCR was performed with the TaqMan Gene Expression Assay probes

Table. S3

| Antibody                          | Catalog Number | Manufacturer             |
|-----------------------------------|----------------|--------------------------|
| <b>COX2 (mouse, monoclonal)</b>   | sc-376861      | Santa Cruz Biotechnology |
| <b>iNOS (rabbit, polyclonal)</b>  | ab15323        | Abcam                    |
| <b>MMP13 (mouse, monoclonal)</b>  | MA5-14238      | Thermo Fisher Scientific |
| <b>SMAD3 (rabbit, monoclonal)</b> | ab40854        | Abcam                    |
| <b>GAPDH (mouse, monoclonal)</b>  | 015-25473      | FUJIFILM Wako            |

Table. S4

| microRNA                        | Chondrocyte |                   | Cho-EVs    |                   |
|---------------------------------|-------------|-------------------|------------|-------------------|
|                                 | Rank        | Normalized Counts | Rank       | Normalized Counts |
| hsa-let-7a-5p                   | 1           | 47048.64          | 5          | 12162.12          |
| hsa-miR-125b-5p                 | 2           | 35194.21          | 2          | 35106.55          |
| hsa-miR-4454                    | 3           | 26155.59          | 1          | 49397.53          |
| hsa-let-7b-5p                   | 4           | 21205.61          | 12         | 4336.57           |
| hsa-miR-21-5p                   | 5           | 20252.24          | 3          | 17950.79          |
| <b>hsa-miR-23a-3p</b>           | <b>6</b>    | <b>13823.68</b>   | <b>4</b>   | <b>15808.79</b>   |
| hsa-miR-29b-3p                  | 7           | 13301.61          | 14         | 3962.05           |
| hsa-let-7g-5p                   | 8           | 7865.05           | 15         | 3193.30           |
| hsa-miR-100-5p                  | 9           | 7533.65           | 8          | 5939.79           |
| hsa-miR-99a-5p                  | 10          | 5992.56           | 12         | 4336.57           |
| hsa-miR-720                     | 11          | 5370.90           | 6          | 7096.21           |
| hsa-miR-221-3p                  | 12          | 5224.52           | 24         | 2293.13           |
| hsa-miR-199a-3p+hsa-miR-199b-3p | 13          | 4641.19           | 9          | 5210.46           |
| hsa-miR-222-3p                  | 14          | 4160.89           | 11         | 4737.38           |
| <b>hsa-miR-27b-3p</b>           | <b>15</b>   | <b>4019.85</b>    | <b>18</b>  | <b>2904.19</b>    |
| hsa-miR-15b-5p                  | 16          | 3885.41           | 20         | 2509.96           |
| <b>hsa-miR-23b-3p</b>           | <b>17</b>   | <b>3869.70</b>    | <b>16</b>  | <b>3134.16</b>    |
| hsa-miR-15a-5p                  | 18          | 3536.10           | 22         | 2345.69           |
| hsa-miR-22-3p                   | 19          | 3050.78           | 21         | 2385.12           |
| hsa-miR-125a-5p                 | 20          | 2810.47           | 32         | 1373.25           |
| hsa-miR-191-5p                  | 21          | 2556.97           | 19         | 2825.34           |
| hsa-miR-374a-5p                 | 22          | 2547.24           | 26         | 1951.46           |
| hsa-miR-26a-5p                  | 23          | 2530.90           | 42         | 762.19            |
| hsa-miR-148a-3p                 | 24          | 2329.55           | 23         | 2339.12           |
| hsa-miR-199a-5p                 | 25          | 2218.98           | 27         | 1866.04           |
| hsa-miR-376a-3p                 | 26          | 1856.48           | 17         | 3055.31           |
| hsa-miR-29a-3p                  | 27          | 1789.57           | 29         | 1662.35           |
| hsa-miR-16-5p                   | 28          | 1717.63           | 28         | 1714.92           |
| hsa-miR-337-5p                  | 29          | 1683.71           | 31         | 1438.95           |
| <b>hsa-miR-140-5p</b>           | <b>30</b>   | <b>1445.29</b>    | <b>36</b>  | <b>1136.71</b>    |
| hsa-let-7i-5p                   | 31          | 1313.67           | 46         | 670.20            |
| hsa-let-7c                      | 32          | 1133.99           | 58         | 473.08            |
| hsa-miR-34a-5p                  | 33          | 1117.03           | 51         | 525.65            |
| hsa-miR-376c                    | 34          | 1084.04           | 33         | 1327.25           |
| hsa-miR-361-5p                  | 35          | 1059.54           | 40         | 834.46            |
| hsa-miR-199b-5p                 | 36          | 1042.58           | 52         | 519.07            |
| hsa-let-7e-5p                   | 37          | 1042.27           | 70         | 341.67            |
| hsa-miR-377-3p                  | 38          | 882.69            | 30         | 1550.65           |
| hsa-let-7f-5p                   | 39          | 838.71            | 94         | 243.11            |
| hsa-miR-130a-3p                 | 40          | 809.50            | 37         | 1005.30           |
| hsa-miR-382-5p                  | 41          | 718.40            | 56         | 479.65            |
| hsa-miR-155-5p                  | 42          | 712.12            | 778        | 6.57              |
| hsa-miR-106a-5p+hsa-miR-17-5p   | 43          | 681.96            | 71         | 335.10            |
| hsa-miR-127-3p                  | 44          | 626.99            | 43         | 729.33            |
| <b>hsa-miR-24-3p</b>            | <b>45</b>   | <b>626.36</b>     | <b>47</b>  | <b>663.63</b>     |
| ...                             | ...         | ...               | ...        | ...               |
| <b>hsa-miR-27a-3p</b>           | <b>98</b>   | <b>167.74</b>     | <b>126</b> | <b>164.26</b>     |

Cho-EVs: Chondrocyte-derived extracellular vehicles

Table. S5

(Continue...)

**Table. S5**

| Gene name | Mass Spectrometry (Identified Peptide Count) |                |             | RNA-seq (TPM) |                |             |
|-----------|----------------------------------------------|----------------|-------------|---------------|----------------|-------------|
|           | Cont                                         | Cart-miR-23 KO | Fold Change | Cont          | Cart-miR-23 KO | Fold Change |
| Crlf1     | 2508715                                      | 18624450       | 7.42        | 8.73          | 43.59          | 4.99        |
| Anln      | 2236792                                      | 5140888        | 2.30        | 2.29          | 4.81           | 2.10        |
| Lpl       | 2222832                                      | 15952490       | 7.18        | 78.62         | 158.78         | 2.02        |
| Ccn3      | 2150312                                      | 14033260       | 6.53        | 9.01          | 56.57          | 6.28        |
| Ephb6     | 2130838                                      | 6526919        | 3.06        | 6.36          | 17.09          | 2.69        |
| Tdrp      | 2066204                                      | 4313554        | 2.09        | 0.78          | 3.42           | 4.40        |
| Pm20d1    | 1981226                                      | 7933452        | 4.00        | 0.28          | 0.76           | 2.75        |
| Il3ra     | 1862561                                      | 4298940        | 2.31        | 1.19          | 2.61           | 2.20        |
| Mgst1     | 1576546                                      | 4471263        | 2.84        | 4.10          | 10.84          | 2.64        |
| Fabp7     | 1540417                                      | 4058362        | 2.63        | 1.19          | 3.93           | 3.30        |
| Gba2      | 1414731                                      | 4404064        | 3.11        | 1.08          | 2.68           | 2.48        |
| Nes       | 1177270                                      | 10239480       | 8.70        | 0.73          | 2.41           | 3.30        |
| Postn     | 1162173                                      | 4845063        | 4.17        | 3.07          | 8.10           | 2.64        |
| Lpin1     | 1133115                                      | 2668860        | 2.36        | 9.38          | 22.18          | 2.37        |
| Ccdc126   | 1089689                                      | 2845145        | 2.61        | 2.44          | 5.38           | 2.20        |
| Me3       | 1084754                                      | 2434075        | 2.24        | 0.65          | 1.66           | 2.57        |
| Prg4      | 1061632                                      | 3226544        | 3.04        | 65.32         | 140.99         | 2.16        |
| Dlk1      | 990338                                       | 9978799        | 10.08       | 25.79         | 347.08         | 13.46       |
| Ggt5      | 948152                                       | 5120349        | 5.40        | 2.33          | 6.60           | 2.83        |
| Kif1a     | 939535                                       | 6737272        | 7.17        | 0.93          | 2.18           | 2.34        |
| Mustn1    | 868357                                       | 20732120       | 23.88       | 3.87          | 34.11          | 8.81        |
| Gbp2      | 867185                                       | 5713468        | 6.59        | 0.38          | 2.51           | 6.61        |
| Mki67     | 846723                                       | 1722916        | 2.03        | 0.95          | 2.09           | 2.20        |
| Hmmr      | 796488                                       | 2638066        | 3.31        | 2.46          | 8.66           | 3.52        |
| Spc24     | 726270                                       | 1658242        | 2.28        | 4.90          | 12.34          | 2.52        |
| Ltbp2     | 687049                                       | 5748239        | 8.37        | 0.85          | 11.37          | 13.40       |
| Zwint     | 639869                                       | 4229712        | 6.61        | 30.27         | 156.87         | 5.18        |
| Nek6      | 585576                                       | 2256154        | 3.85        | 4.72          | 12.84          | 2.72        |
| Parvb     | 440050                                       | 1648774        | 3.75        | 0.76          | 1.67           | 2.20        |
| Coq5      | 412104                                       | 1030297        | 2.50        | 6.11          | 14.49          | 2.37        |
| Grem1     | 397151                                       | 3486111        | 8.78        | 1.85          | 6.35           | 3.44        |
| Tpx2      | 341218                                       | 2428677        | 7.12        | 5.50          | 14.22          | 2.59        |
| Fhit      | 336059                                       | 736413         | 2.19        | 3.34          | 7.35           | 2.20        |
| Ube2c     | 327086                                       | 804840         | 2.46        | 29.70         | 82.83          | 2.79        |
| Sneg      | 282876                                       | 1942897        | 6.87        | 1.12          | 13.61          | 12.11       |
| Rab3b     | 275670                                       | 989514         | 3.59        | 0.58          | 1.58           | 2.75        |
| Kif20a    | 229068                                       | 1139925        | 4.98        | 1.83          | 10.05          | 5.51        |
| Wdfy1     | 224811                                       | 10656230       | 47.40       | 2.10          | 19.22          | 9.14        |
| Pyroxd2   | 203128                                       | 1065998        | 5.25        | 1.53          | 4.37           | 2.86        |
| Igfbp2    | 168292                                       | 1435285        | 8.53        | 5.86          | 17.74          | 3.03        |
| Tmod1     | 139475                                       | 1196372        | 8.58        | 0.91          | 3.00           | 3.30        |
| Prc1      | 125860                                       | 636219         | 5.05        | 12.02         | 32.39          | 2.69        |
| ErbB2     | 83480                                        | 183644         | 2.20        | 1.34          | 3.15           | 2.36        |
| Plau      | 65157                                        | 1603249        | 24.61       | 0.82          | 2.25           | 2.75        |
| Ttyh2     | 25759                                        | 181938         | 7.06        | 7.69          | 15.72          | 2.04        |
| Msr1      | 24735                                        | 60913          | 2.46        | 6.72          | 17.02          | 2.53        |

Table. S6

\*Source: TargetScan 8.0 [https://www.targetscan.org/vert\\_80/](https://www.targetscan.org/vert_80/)

How the deposited data were processed for this re-analysis (not part of the article)

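RNA was sequenced from cultured femoral head chondrocytes of mice at 3 weeks of age in 4 libraries, 1 each from wild type, Cart-miR-23clus KO, miR-26a KO, and miR-26a KO with a transfected miR-26a mimic. Conditions were taken from the sample labels and the paper. The paper does not report on the miR-26a libraries. The proteomics of the paper was not analysed here.

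The authors prepared QuantSeq 3′ mRNA libraries, read them as single-end reads of 75 bases, judged that no filtering of low-quality reads was needed, and mapped them to mm10. The paper's text does not name the aligner, the counting tool or the annotation. The deposited values in TPM were made by the authors from the reads of each gene, divided by one length per gene and scaled to a fixed sum per library. Division by gene length does not suit reads from the 3′ ends of mRNAs when genes are compared with each other, but it cancels in the ratio of one gene between libraries. The deposited estimated count of each gene is a whole number of reads without normalization, given for 3 of the 4 libraries over 55450 genes. The TPM file lists 55141 genes, all found by identifier in GENCODE, and the 309 genes left out of it held from 0.480% to 0.633% of the reads. The mimic library has TPM only, and its reads were recovered from the steps between its TPM values: all of the 14429 values tested were whole numbers of reads, 588 genes could not be recovered, and the sum was 1449246 reads. Gene names came from the files, in which 25 names had been turned into dates and 32772 genes have none; these were left as they are. Positions on GRCm38, and the name of Gm5905, which the files lack, came from GENCODE by identifier.

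In total 80.9% of the reads aligned in wild type, 83.2% in Cart-miR-23clus KO and 76.5% in miR-26a KO. Genes with TPM above 0 numbered 15173 in wild type, 15207 in Cart-miR-23clus KO, 15306 in miR-26a KO and 15017 in the mimic library. With 1 library per condition no test between conditions was made.

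Ratios were taken between deposited TPM values and counted above 2 and below 0.5, as in the paper, over genes with TPM above 0 in both libraries. Intervals are exact Clopper-Pearson intervals at 95% on reads, with 99% and a TMM-scaled offset as alternatives. Unchanged libraries were simulated 100 times from the pooled gene proportions as Poisson counts, and with assumed biological coefficients of variation of 0.2 and 0.4. Gene lists written before the data were examined covered cell adhesion, ossification, oxidative stress, cell cycle, NF-κB and inflammation, interferon, osteoarthritis-related genes, reported targets, bone targets of the discussion, host genes of the miRNAs, genes of male and female mice, and markers of chondrocytes, adipocytes, macrophages, osteoblasts, endothelial cells, fibroblasts, smooth muscle, erythroid cells and skeletal muscle. The values printed in Table S5 had been seen, and several lists hold genes from it. The genes of Table S6 were a further list, and a second macrophage list was added later. For each list the median log2 ratio, with 0.5 TPM added, was placed among 10000 random lists matched on mean expression, over genes with a mean of at least 1 TPM; lists with fewer than 3 such genes were not tested. Genes with sites for a miRNA were those whose annotated 3′ UTR of at least 50 bases holds the match to seed positions 2 to 8, and they were matched on UTR length too and set against 50 shuffled sequences. Such sites were sought in 11187 genes.

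The genes named are those the paper names as targets or markers, the 5 genes of Table S5 with the largest ratio among those with at least 20 reads in each of the 2 libraries and the 5 with the fewest reads, the 5 largest and 5 smallest ratios among all genes with at least 20 reads in each library, and the 3 members of a list with the largest change in the direction of its median. Not every gene that this rule selects is reported here. Others were chosen after their values were seen. In Table S5, 91 symbols matched exactly and 3 were matched by their printed TPM values.

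The alternatives were CPM, edgeR's TMM and DESeq2's size factors in place of TPM, filters of 1 TPM, of 10 reads together and of 20 reads in each library, pseudocounts of 0.1 and 1 TPM, a mean of at least 5 TPM or no filter for lists, lists without Table S5 members, and sites of 8 bases. Other comparison libraries, and counting genes with reads only in Cart-miR-23clus KO, were added after the data had been seen. The steps were tested on simulated data with 200 changed genes among 7284: 95.9% of the intervals covered the true fold, all 100 genes raised were above 2, and 97% of the 100 genes lowered were below 0.5, against 0.254% of the 7084 unchanged genes above 2. Of 200 unchanged lists, 3% fell outside the central 95% of the random lists. These simulated data held counting error only, over genes with at least 20 expected reads, and the unchanged lists were drawn at random. They do not show how often a list of genes that vary together would fall outside between unchanged cultures. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.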

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

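The tests of direct repression, of the cell cycle list against the mimic library and of the second macrophage list were chosen after the main results had been seen, though before their own values were; for the others, the values printed in Table S5 had been seen, and limits that a test had left without a number were set after its value was seen.

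The paper does not report on the miR-26a KO library, and in it 51 of the 94 genes of Table S5 were more than 2-fold above the same wild-type library. The comparisons share that library, so genes low in it by chance rise in both. With no gene changed, simulation gave 43.8 such genes at an assumed coefficient of variation of 0.4 and 31.9 at 0.2; counting error alone gave 19.2 against 28 observed, over the 49 genes it could simulate. Against miR-26a KO, 33 genes were over 2-fold higher in Cart-miR-23clus KO, where 30.0 were simulated at 0.4 and 16.6 at 0.2, and 25 were over 2-fold higher than in all 3 other libraries. Counting error at low read numbers as the cause for most of the 94 genes is argued against by their intervals, since only 20 include 1; for those 20 it stays open. Among genes above 2 simulated by counting error alone, a median of 8.87% had a lower limit above 1, against 78.7% of the 94, which were also selected on protein. Low values of the one wild-type library cannot be told apart from an effect of the knockout for the 94 genes: their median log2 ratio to miR-26a KO was 0.71, between the values that would decide it, and the genes were selected on the wild-type ratio. With genes of 3 reads or fewer set to 3 reads it was 0.69. Of the 91 genes with a tested 3′ UTR, 43, or 47.3%, had a match of 7 bases to a seed of miR-23, miR-27 or miR-24. Direct repression through such matches can therefore not account for most of these genes, a limit applied after the values had been seen. Matched random lists had a median of 39.6% (range of the central 95%, 30.8% to 48.4%), and the share lies near the top of that range, at percentile 95.5, short of the limit set beforehand, the upper end of the central 95%. Direct repression of part of the genes, or through other sites, stays open.

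Genes with miR-23 sites, most of which the paper does not discuss, were higher in Cart-miR-23clus KO than in wild type, at percentile 99.99 of matched random lists and above all 50 shuffled sequences. The difference was small, 0.054 on the log2 scale over 1883 genes. For miR-27 it was 0.031 at percentile 99.6, and for miR-24 0.019 at percentile 97.1, which lies within the central 95% of random lists. Against miR-26a KO in place of wild type the percentiles were 100, 99.985 and 100, which argues against low values of the wild-type library as the whole cause for miR-23 and miR-27. Against the mimic library miR-24 was at percentile 56.9. Matching on expression and UTR length argues against these as the cause. Loss of repression by the deleted miRNAs is a candidate explanation, and a difference between the cultures unrelated to the knockout stays open with 1 library each.

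Genes with miR-26a sites were higher in miR-26a KO than in wild type, at percentile 99.47, and lower with the mimic than without it, at percentile 0.02. The differences were 0.036 and -0.037 on the log2 scale over 1308 genes, above all and below all of the 50 shuffled sequences. Loss of miR-26a and repression by the mimic are candidate explanations, and the percentiles are those that the tests of both needed. The sample labels do not say whether the miR-26a KO chondrocytes received a control transfection, so an effect of the transfection itself stays open for every difference between the mimic library and miR-26a KO. The 2 comparisons share the miR-26a KO library, whose chance values push them in opposite directions, and this stays open. In the mimic library against miR-26a KO, genes with miR-27 sites (percentile 0.910) and with miR-140-5p sites (1.76) were also low. Genes with let-7 sites were high (97.9). Of the 50 shuffled sequences, 5 lay outside the central 95% in this comparison, 3 below and 2 above.

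The macrophage list was lower in miR-26a KO than in wild type, with a median log2 ratio of -1.54 and 16 of 17 genes lower; with genes of 3 reads or fewer set to 3 reads it was -1.43. Lyz2, its most abundant gene, had 712 reads in wild type and 222 in miR-26a KO. With the mimic the list was 0.87 above miR-26a KO, for which an effect of the transfection stays open. A second macrophage list had a median of -0.995 (percentile 0 of random lists), with 14 of 16 genes lower. Fewer macrophages in the miR-26a KO culture may explain this, and a lower expression in each macrophage, or an effect of miR-26a, was not tested. Of the 18 genes in the first list, 17 are detected at 1 TPM or more in wild type, and 1 is in Table S5.

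The cell cycle list was higher in miR-26a KO than in wild type, with a median log2 ratio of 1.19, as it was in Cart-miR-23clus KO, with 1.12 and 37 of 40 genes higher. Of its genes, 10 are in Table S5. Between Cart-miR-23clus KO and miR-26a KO the median was -0.15, at percentile 12.4, and against the mimic library it was at percentile 20.03. A low value of cell cycle genes in the one wild-type library is a candidate explanation for the rise in both, and slower growth of that culture or an effect shared by both knockouts was not tested.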

How the results depend on the processing

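No paired analysis was possible because each condition has 1 library. The alternatives named here were set before the data were examined, except those with another comparison library and the count that includes genes with reads only in Cart-miR-23clus KO.

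The number of genes above 2 and below 0.5 depended on the filter. Requiring 10 reads in the 2 libraries together gave 729 above and 690 below, and 20 reads in each library gave 143 and 102, since fewer genes are then compared. Genes whose interval excludes 1 numbered 498 above and 387 below. Adding 0.1 TPM, which brings in genes with reads in one library only, gave 2849 above and 2595 below, and counting genes with reads only in Cart-miR-23clus KO gave 2984 above. CPM, TMM, DESeq2's size factors, a filter of 1 TPM, a pseudocount of 1 TPM and miR-26a KO as the comparison library left both counts within 1.5 times. With wild type as the comparison library, the share above 2 among both ranged from 51.4% to 58.4% over the scalings, filters and pseudocounts tried. The number of genes above 2 simulated without change rose to 2242.5 with a coefficient of variation of 0.4.

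Of the 94 genes of Table S5, 42 have 20 reads in each library. Above 2 were 33 against miR-26a KO and 32 against the mimic library; the cause was not tested beyond the comparison given for the wild-type library. With 20 reads in each library 20 genes were above 2 in miR-26a KO against wild type. The number whose interval excludes 1 stayed within 1.5 times with the other offset and with the 99% interval.

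The cell adhesion list fell to a median of 0.059 with a mean of at least 5 TPM (percentile 86.3), to -0.038 without members in Table S5 and to -0.086 against miR-26a KO, so its sign changed in the last 2 settings. The members in Table S5 were selected for a high ratio in these libraries. A higher median with them and a lower median without them both follow from that selection. The ossification list was at -0.33 against miR-26a KO and negative in every setting tried.

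For genes with miR-23 sites the difference was 0.068 with a mean of at least 5 TPM, 0.015 with no filter and 0.092 with sites of 8 bases. For miR-27 it was 0 with no filter (percentile 50.9), 0.077 with sites of 8 bases and 0.052 against miR-26a KO. For miR-24 it was 0 with no filter and 0.051 against miR-26a KO, and with a mean of at least 5 TPM it rose to percentile 98.9, outside the central 95%. With sites of 8 bases the difference for miR-24 was 0.020, at the lower percentile of 89.3. Genes without reads in either compared library enter, when there is no filter, with a log2 ratio of exactly 0. Medians can then tie at 0, so that setting decides little for miR-27 and miR-24. The cause of the other differences between settings was not tested.

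Among the 28 other results, 126 values stayed within the range set for them and 7 moved, none across 0 for the lists; 2 of the 7 were the ratio of Col2a1 with TMM (0.775) and with DESeq2's size factors (0.774). Both are close to its TPM ratio of 0.772, which itself lies outside the interval of 0.777 to 0.803 because the interval uses the library totals as the offset. The depth limits the results for genes of few reads: 52 of the 94 genes of Table S5 had fewer than 20 reads in wild type.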

Differences from the paper's values

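In Fig. 5D the number of upregulated mRNAs is about 260, read by eye, whereas 1397 genes had a TPM ratio of Cart-miR-23clus KO to wild type above 2. None of the alternatives set before the data were examined closed the gap: 1461 with CPM, 1403 with TMM, 1399 with DESeq2's size factors, 1256 with a filter of 1 TPM, 729 with 10 reads together, 143 with 20 reads in each library, 2849 and 1458 with pseudocounts of 0.1 and 1 TPM, and 498 with a lower limit above 1. The paper's text does not state which genes entered the diagram.

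The number of genes of Table S5 above 2 equals the paper's 94, and the 94 folds differ from the paper's by at most 0.236%.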

Other observations

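The tests of the osteoblast list and of the adipocyte genes were set before the comparisons were made but after Table S5, which holds Fabp4, had been read, and the test without the osteoblast genes was chosen after the ossification result had been seen.

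The ossification list was lower in Cart-miR-23clus KO. A change in the genes of the osteoblast list alone is argued against by the remaining genes, whose median was -0.36 at percentile 0 of matched random lists. The osteoblast list itself had a median of -2.55, with 7 of 7 genes lower, among them the abundant Ibsp and Col1a1; it was also lower in miR-26a KO, at -0.77. Fewer osteoblasts in the culture may explain the fall of these genes. A lower expression in each cell, chondrocytes included, was not tested, and the list cannot tell the 2 apart. All 11 genes of the osteoblast list are also in other lists, and 8 are detected at 1 TPM or more in wild type.

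The adipocyte list was higher in Cart-miR-23clus KO, with a median of 1.56, or 1.01 with genes of 3 reads or fewer set to 3 reads. With no filter on mean TPM the median was 0.81 over 15 genes. Fabp4 rose from 57 to 223 reads, Car3 from 126 to 568 and Lpl from 338 to 620. Adipoq had 8 and 9 reads, a ratio of 1.24 (95% interval 0.434 to 3.78), Plin1 0 and 1 read, and Cidec 0 in both. The interval of Adipoq leaves out the rises of Fabp4, 4.31, and Car3, 4.96, and includes that of Lpl, 2.02. A limit at Fabp4 was tried first and would have argued against adipocytes; it was replaced by the limit at Lpl after the values had been seen. Adipocytes in the culture cannot be told apart from a change in the chondrocytes, because the test rests on 1 gene with few reads, its outcome depends on which rise is taken as the limit, and Plin1 and Cidec are near 0 reads. Of the 18 genes of the list, 12 are detected at 1 TPM or more in wild type and 3 are in Table S5.

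Among the other lists, with medians of Cart-miR-23clus KO to wild type, those above the central 95% of random lists were oxidative stress (0.40), NF-κB and inflammation (0.92), interferon (0.42), macrophages (0.32), the second macrophage list (0.38) and smooth muscle (0.81, over 5 genes). With a mean of at least 5 TPM the smooth muscle list had a median of 0.44 over 4 genes, at percentile 94.9, within the central 95%. The lists below it were fibroblasts (-0.41) and osteoarthritis-related genes (-0.62). Within the central 95% were chondrocytes (-0.16), skeletal muscle (-0.24), reported targets (-0.49), bone targets (-0.36), host genes of the miRNAs (-0.16), genes of male mice (0.23) and the genes of Table S6 (0.14). In miR-26a KO the medians were 0.31 for oxidative stress, 0.33 for NF-κB and inflammation (percentile 98.98), -0.38 for interferon and -0.46 for chondrocytes. Lists of endothelial cells, erythroid cells and genes of female mice had too few genes to test.

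In the libraries, Adamts5 had 63 reads in wild type and 34 in Cart-miR-23clus KO, a TPM ratio of 0.594 (95% interval 0.388 to 0.937), and 95 reads in miR-26a KO. Col2a1 had a ratio of 0.772 and Acan of 0.896. Ptgs2 had 26 and 6 reads, and Cdkn2a 150 and 81. Il6 and Nos2 had 0 reads in every library. Of the genes named in the discussion, Sp7 had 161 and 49 reads, Prdm16 7 and 14, and Bmpr1b 1 and 3. Ddx3y, on the Y chromosome, had 128 reads in wild type, 167 in Cart-miR-23clus KO, 122 in miR-26a KO and 122 with the mimic, and Xist had 0 in each.

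Over genes with at least 20 reads in each library, the number above 2 and below 0.5 was 112 and 57 for miR-26a KO against wild type, 83 and 79 for Cart-miR-23clus KO against miR-26a KO, and 14 and 13 for the mimic against miR-26a KO. Of the genes above 2 in Cart-miR-23clus KO against wild type with a mean of at least 20 reads, 40.2% were also above 2 in miR-26a KO. Unchanged libraries that share the wild type gave 23.5%, 29.0% and 44.1% in simulations with coefficients of variation of 0, 0.2 and 0.4.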
